# MicroRNA *miR-378* promotes BMP2-induced osteogenic differentiation of mesenchymal progenitor cells

**DOI:** 10.1186/1471-2199-15-1

**Published:** 2014-01-27

**Authors:** Marlinda Hupkes, Ana M Sotoca, José M Hendriks, Everardus J van Zoelen, Koen J Dechering

## Abstract

**Background:**

MicroRNAs (miRNAs) are a family of small, non-coding single-stranded RNA molecules involved in post-transcriptional regulation of gene expression. As such, they are believed to play a role in regulating the step-wise changes in gene expression patterns that occur during cell fate specification of multipotent stem cells. Here, we have studied whether terminal differentiation of C2C12 myoblasts is indeed controlled by lineage-specific changes in miRNA expression.

**Results:**

Using a previously generated RNA polymerase II (Pol-II) ChIP-on-chip dataset, we show differential Pol-II occupancy at the promoter regions of six miRNAs during C2C12 myogenic versus BMP2-induced osteogenic differentiation. Overexpression of one of these miRNAs, miR-378, enhances Alp activity, calcium deposition and mRNA expression of osteogenic marker genes in the presence of BMP2.

**Conclusions:**

Our results demonstrate a previously unknown role for miR-378 in promoting BMP2-induced osteogenic differentiation.

## Background

The generation of distinct populations of terminally differentiated, mature specialized cell types from multipotent stem cells, via progenitor cells, is characterized by a progressive restriction of differentiation potential that involves a tightly controlled, coordinated activation and repression of specific subsets of genes. This process depends on the orchestrated action of key regulatory transcription factors in combination with changes in epigenetic modifications that regulate which regions in the genome are accessible for transcription [1]. The more recently discovered family of microRNAs (miRNAs) is thought to provide an additional layer of gene control that integrates with these transcriptional and epigenetic regulatory processes to further modulate the final gene expression profile of a specific cell type [2].

MicroRNAs (miRNAs) are a class of small, evolutionarily conserved non-coding RNA molecules (~19-25 nucleotides) involved in post-transcriptional gene silencing and as such play important roles in diverse biological processes such as developmental timing [3], insulin secretion [4], apoptosis [5], oncogenesis [6] and organ development [7,8]. MiRNAs are transcribed from the genome as long primary transcripts (pri-miRNA) encoding one or more miRNAs, which are processed in the nucleus by the so-called ‘microprocessor’ complex consisting of DGCR8 (DiGeorge Syndrome Critical Region 8) and the ribonuclease III (RNase III) enzyme DROSHA [9]. This liberates the precursor-miRNA (pre-miRNA), a hairpin-type structure, which has a characteristic 3’ overhang of two nucleotides and is subsequently exported from the nucleus by Exportin-5, a RAN GTPase protein [10]. Inside the cytoplasm, the pre-miRNA hairpin loop is removed by a second RNase III enzyme, DICER, yielding a ~22 nucleotide long imperfect RNA duplex. This duplex contains two potentially functional mature miRNAs termed the 5p and 3p strands, referring to which end of the pre-miRNA they are derived from [8]. One of these strands is then incorporated into the RNA-induced silencing complex (RISC), which guides the mature miRNA to its target mRNA. In general, one strand is inserted into the RISC complex at much higher efficiency than the other, whereby the strand choice may be based on a variety of factors including thermodynamic instability, strength of the base-pairing and position of the stem-loop [11]. The strand that is incorporated into RISC with lowest efficiency is referred to with an asterisk (miRNA*) and, since non-incorporated strands are thought to be degraded, is less-abundant than its counterpart [12].

The RISC-incorporated miRNA regulates gene expression through sequence-specific interactions with its target site, which is typically located within the 3’ untranslated region (3’UTR) of an mRNA transcript. Animal miRNAs usually exhibit only partial complementarity to their mRNA targets, whereby nucleotides 2–8 at the 5’ end of the miRNA, referred to as the ‘seed region’, are thought to be the primary determinant of target specificity [11,13]. Interaction of the miRNA with its target mRNA can interfere with protein translation and/or induce mRNA degradation through a variety of different mechanisms [14], thereby decreasing the protein output. The mechanism and level of effect are thought to be influenced by the degree of complementarity between the miRNA and its mRNA target, the surrounding sequences in the target 3’UTR [12] and their relative abundance [15].

Estimated numbers of miRNA genes amount to nearly 1% of the number of predicted protein-coding genes in the genome of higher eukaryotes, a percentage similar to that of other large gene families with regulatory roles, such as the homeodomain transcription factor family [11]. In addition, miRNAs are estimated to target the expression of approximately one-third of all mammalian genes [8]. Due to the imperfect complementarity between a miRNA and its target, most miRNAs are predicted to be able to bind to and regulate a large number of different mRNA targets [2]. In addition, multiple different miRNAs can synergistically target and control a single mRNA target [2], providing the potential for complex regulatory networks. Many miRNAs studied so far are differentially expressed during development and differentiation, suggesting that each cell type might have its own unique miRNA profile that could affect the utilization of thousands of mRNAs and thus ‘micromanage’ the output of the transcriptome [2,8]. Several studies have indeed provided examples of miRNAs that play a role in the regulation of cellular differentiation, including hematopoietic cell differentiation [16], adipogenesis [17], osteogenesis [18] and myogenesis [12]. In addition, it has been shown that expression of only three miRNAs (*miR-200c, miR-302* and *miR-369*) is sufficient to induce pluripotency in mouse cells, demonstrating that miRNAs can act as major determinants of cell fate [19]. Since miRNAs have been discovered relatively recently, however, much still remains to be learned about their role in cellular programming, including the identification and detailed analysis of their targets.

In the present study, we took advantage of the robust and homogeneous differentiation characteristics of the mouse C2C12 myoblast cell line to investigate whether lineage-specific changes in miRNA expression might underlie their terminal differentiation. C2C12 cells were originally derived from regenerating muscle tissue [20] and are considered to represent the transit amplifying progenitor population that is derived from muscle satellite stem cells [21]. When cultured under low-serum conditions, C2C12 cells terminally differentiate and fuse into multi-nucleated myotubes upon reaching confluence, which is preceded by upregulation of the key myogenic transcription factors *Myod1* and *Myog*. However, treatment of C2C12 cells with bone morphogenetic protein (BMP) 2 induces these cells to differentiate into osteoblasts, which involves the upregulation of key osteogenic transcription factors *Dlx5*, *Sp7* and *Runx2*[22-24], subsequently leading to the expression of late osteoblast marker genes, such as *Alpl* and *Bglap*[25,26]. These characteristics make C2C12 progenitor cells an excellent model system to study the molecular mechanisms that underlie cell-fate specification and terminal differentiation. Using a previously generated RNA polymerase II (Pol-II) ChIP-on-chip dataset [27], we show that several miRNAs have differential Pol-II occupancy during C2C12 myogenic versus osteogenic differentiation and that overexpression of one of these miRNAs, miR-378, promotes BMP2-induced osteogenic differentiation of C2C12 cells.

## Results

### C2C12 lineage-specific miRNA expression

To identify miRNAs that are differentially expressed during C2C12 myogenic versus BMP2-induced osteogenic differentiation, and thereby might play a role in lineage restriction, we made use of our previously generated Pol-II ChIP-on-chip dataset [27]. This dataset contains Pol-II occupancy data for undifferentiated C2C12 cells (d0) and cells treated with (osteogenesis) or without (myogenesis) BMP2 for 1, 3 and 6 days, whereby changes in Pol-II occupancy are considered to reflect changes in transcriptional activity. Since miRNA genes are usually also regulated by Pol-II promoters [28], this dataset formed a good starting point to search for lineage-specific miRNA expression profiles. Our selection criteria (see Methods) thus led to the identification of 6 miRNA genes, namely *miR-21, miR-34b/c, miR-99b, miR-365-2, miR-378* and *miR-675*, located in the vicinity of enriched regions with differential Pol-II occupancy profiles during myogenic versus osteogenic differentiation within our dataset (Figure 1A).

**Figure 1:**
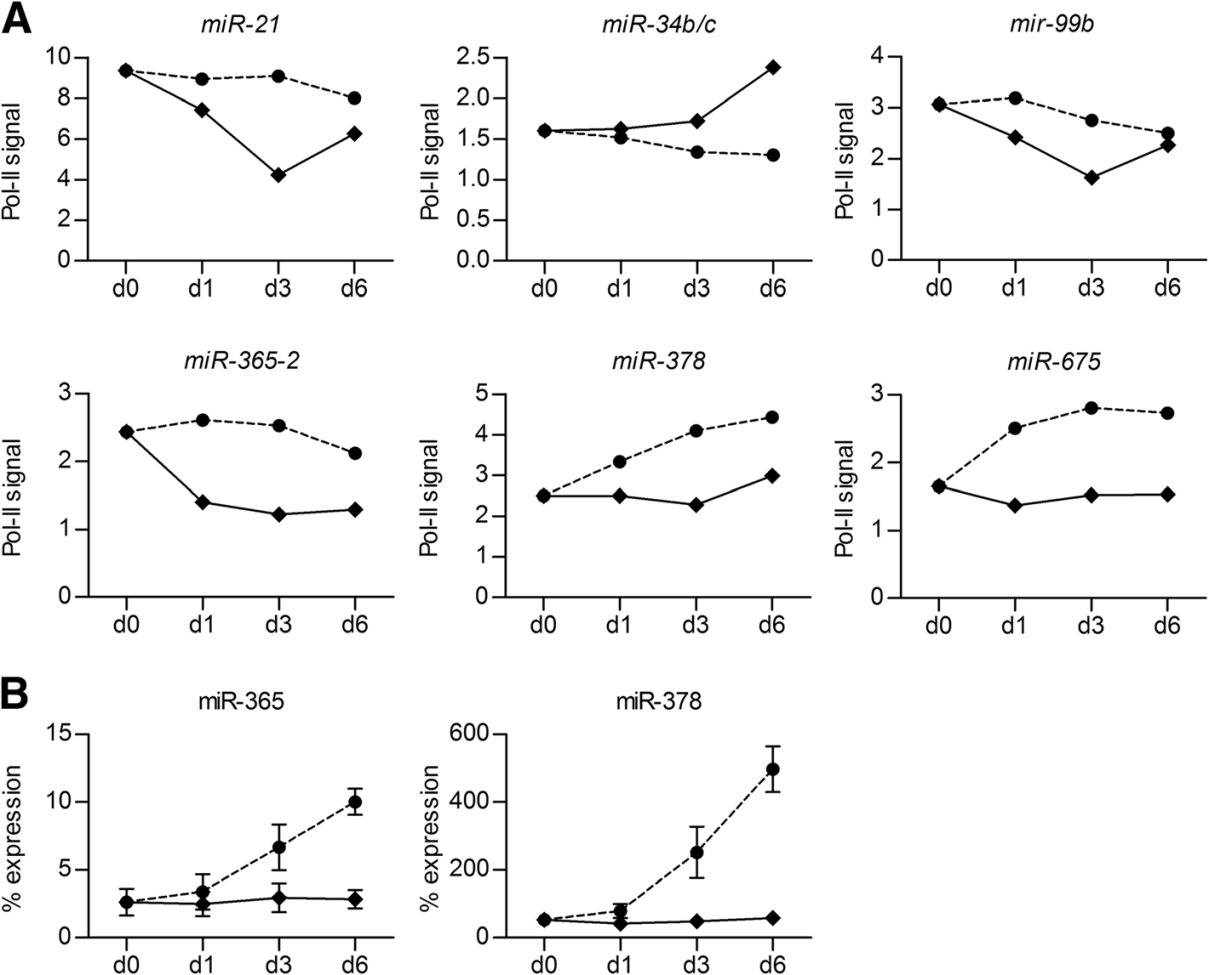
**C2C12 lineage-specific miRNA expression.** C2C12 cells were treated with (diamonds) or without (circles) 300 ng/ml BMP2 for 6 days, during which chromatin and RNA were harvested in parallel at d0, d1, d3 and d6. **A)** Pol-II enrichment [27] at regions associated with miRNA genes *miR-21* (RefSeq Accession NR_029738; enriched region from −1492 to +1661 bp), *miR-34b/c* (RefSeq Accessions NR_029655 and NR_029654; enriched regions from −287 to +236 bp (*miR-34b*) and −822 to −299 bp (*miR-34c*)), *miR-99b* (RefSeq Accession NR_029536; enriched region from −1113 to −399 bp), *miR-365-2* (RefSeq Accession NR_029959; enriched region from +187 to +1282 bp), *miR-378* (RefSeq Accession NR_029879.1; enriched region from −2068 to −130 bp) and *miR-675* (RefSeq Accession NR_030416.1; enriched region from −1055 to −235 bp) as determined by Pol-II ChIP-on-chip analysis of single biological samples [27]. **B)** Mature miRNA levels of *miR-365* (*3p*) and *miR-378* (*3p*) as determined by real-time PCR and expressed as a percentage of the control small, non-coding RNA *snoRNA202*. The mean values +/− SD from duplicate measurements are shown for all data points.

Since most of these enriched Pol-II regions could alternatively be associated to other surrounding (predicted) genes, we subsequently validated whether the identified Pol-II occupancy profiles correspond to the actual expression profile of two of these miRNAs, *miR-365* and *miR-378*, by quantitative PCR analysis of the mature miRNAs (Figure 1B). For miR-365, the higher levels of Pol-II occupancy on the associated enriched region during myogenesis versus osteogenesis is reflected by higher levels of mature miRNA expression. While Pol-II occupancy appears to be specifically downregulated during osteogenesis and does not change during myogenesis, however, mature miR-365 levels do not change during osteogenesis and are upregulated during myogenesis. For miR-378, the associated Pol-II occupancy profile and the mature miRNA expression pattern are very similar. These results confirm a lineage-specific difference in the expression of both miR-365 and miR-378. Given the high expression levels of mature miR-378 relative to miR-365, we subsequently focused on this miRNA to further investigate its potential role in C2C12 lineage-specific differentiation.

### Effect of miR-378 overexpression on genome-wide mRNA expression levels

To gain more understanding of the role and putative target of miR-378 in C2C12 differentiation, we first created a stably transduced C2C12 cell line overexpressing miR-378 (C2C12-pMirn378) and a control cell line transduced with the parent vector (C2C12-pMirn0). 

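RNA of C2C12-pMirn378 cells, which overexpress miR-378, and of control C2C12-pMirn0 cells was measured on 30 Affymetrix GeneChip Mouse Genome arrays, 3 for each of 10 groups. Each line was sampled at d0, and at d3 and d6 with 300 ng/ml BMP2 or without BMP2 (untreated). The 3 arrays of a group are replicate cultures of the same transduced line. The paper states RMA with quantile normalization, and the deposited values are intensities on the linear scale for 45101 probe sets. They run from 0.0561 to 40201 with a median of 76.46, and the array medians lie between 68.04 and 82.66. The deposited arrays thus do not share 1 distribution of probe set values. Whether they are the product of the stated processing was not tested. Values were taken to log2 without an offset, and limma fitted all 10 groups at once with 20 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method within each comparison. With the paper's thresholds, a difference between the lines was called at an adjusted p under 0.005 and a log2 ratio above 0.6 or below -0.6. A change during control differentiation was called where d6 against d0 passed 0.005 and the mean of the d3 and d6 log2 ratios lay above 0.6 or below -0.6. The tests, the rule for naming genes and 22 gene lists were fixed before the data were examined. AEV (average expression value) stands for the mean of the 3 arrays on the linear scale, with its SD. Noise depends on brightness, since the median SD between replicates was 0.15 on the log2 scale for probe sets at or above the median level and 0.85 below it. A probe set is called dim in a comparison where both group means lie below the median of all values.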

We subsequently examined the effect of miR-378 overexpression on gene expression levels during C2C12 lineage-specific differentiation by means of genome-wide mRNA profiling of undifferentiated (d0) C2C12-pMirn378 and control C2C12-pMirn0 cells and of both cell lines treated with or without BMP2 for 3 and 6 days.

We first explored changes in gene expression levels during differentiation of the control C2C12-pMirn0 cells. Comparison of expression levels in differentiating cells (d3 and d6 time points) versus undifferentiated (d0) cells in this control group revealed a significant upregulation of 4521 probes during C2C12-pMirn0 treatment without BMP2. 

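In control C2C12-pMirn0 cells without BMP2, 3925 of 45101 probe sets rose, and those with a single gene symbol named 2446 genes. *Igf1*, for insulin-like growth factor 1, rose from an AEV of 5.12 ± 3.12 (SD, n = 3) at d0 to 492.5 ± 63.7 at d3 and 1411 ± 21 at d6. Its log2 ratios over d0 were 6.87 (SE 0.41, adjusted p = 5.36e-12) and 8.40 (SE 0.41, adjusted p = 1.63e-13). *Dhrs7c* rose from 9.96 ± 2.86 to 2112 ± 206 at d3 and 1723 ± 51 at d6, with log2 ratios of 7.76 and 7.47. *Cox8b* and the calcium-binding protein *Casq1* of the muscle reticulum reached 5594 ± 387 and 9175 ± 374 at d6, from 38.9 ± 29.2 and 90.2 ± 13 at d0. The log2 ratio of *Casq1* at d6 was 6.68 (SE 0.11, adjusted p = 3.63e-21). These 4 genes are among the 10 with the highest mean of the d3 and d6 log2 ratios, and the ratio of a gene that is close to background at d0, as *Igf1* and *Dhrs7c* are, carries a wide error. Where values under 50 are set to 50, the log2 ratios of *Igf1* are 3.292 and 4.819, and those of *Dhrs7c* are 5.396 and 5.106.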

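In control cells without BMP2, all 36 genes of a muscle structure list were higher at d6 than at d0 (36 when adjusted over the list alone), with a median log2 ratio of 2.90. The troponin gene *Tnni2* rose from an AEV of 1432 ± 14.6 (SD, n = 3) to 24470 ± 1600, and *Neb*, for nebulin, from 609 ± 65.2 to 9130 ± 250. *Casq2* rose from 1530 ± 123 to 19420 ± 1120, although its probe set (_s_at) may also take signal from related transcripts. The log2 ratio of *Neb* was 3.91 (SE 0.10, adjusted p = 2.56e-18). Of 15 myogenic regulators, 8 were higher at d6 and 2 were lower (8 and 2 when adjusted over the list alone), among them *Rbm24* with a log2 ratio of 2.51 and *Mef2a* with 1.55, whereas *Myf5* fell by 0.65 and *Msc* fell by 1.95 on the log2 scale. Without C2C12-pMirn0 d6 untreated replicate 1, *Myf5* fell by 0.59, under the minimum of 0.6. Of 18 bone genes, *Col1a1* was higher and *Phex* and *Dlx3* were lower (1 and 2 when adjusted over the list alone). Against all other genes, camera with a preset inter-gene correlation of 0.01 gave adjusted p = 3.28e-28 for muscle structure, 0.00528 for the regulators and 0.628 for bone. With the correlation estimated from the data, the first 2 of these calls held, at adjusted p = 0.00465 and 0.0156. Among the 2076 genes whose representative probe set rose, 35 muscle structure genes were found where 4.11 would fall by chance (Fisher's exact test, two-sided, adjusted p = 5.54e-31). Several members, such as *Ckm*, *Chrng*, *Tnnc2*, *Actn3*, *Myog* and *Mef2c*, are shown by the study from these arrays as muscle markers and are not independent evidence.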

Functional gene annotation of this set of probes according to Gene Ontology (GO: biological processes category) revealed significant enrichment of many GO terms related to muscle development (including for example ‘muscle organ development’, ‘striated muscle cell development’, ‘muscle contraction’ and ‘muscle cell development’; data not shown), consistent with an upregulation of the muscle transcription program under these culture conditions. This is illustrated by the expression profiles of several myogenic marker genes in our control C2C12-pMirn0 cells (Additional file 1A).

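In control cells without BMP2, *Myog*, the gene of the transcription factor myogenin, rose from an AEV of 4090 ± 151 (SD, n = 3) at d0 to 20620 ± 1110 at d3 and 16650 ± 973 at d6. Its log2 ratios over d0 were 2.33 (SE 0.075, adjusted p = 1.27e-16) and 2.02 (adjusted p = 1.39e-15). *Mef2c* rose from 415 ± 19.1 to 5095 ± 573 and 11680 ± 1040, a log2 ratio of 4.81 at d6 (SE 0.11, adjusted p = 8.47e-19). *Ckm*, for muscle creatine kinase, went from 484 ± 48.3 to 9220 ± 1080 and 9227 ± 556, so that d6 added less to d3 than the SD of either group. *Chrng* went from 549 ± 22.5 to 6997 ± 503 and 7953 ± 462, with log2 ratios of 3.67 and 3.86. The sarcomere genes *Tnnc2* and *Actn3* started at 2973 ± 86.8 and 2803 ± 126 and reached 21270 ± 1660 and 13220 ± 616 at d6, with log2 ratios of 2.84 and 2.24.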

Similarly, we observed a significant upregulation of 4664 probes during C2C12-pMirn0 treatment with BMP2 (d3 and d6 time points) as compared to undifferentiated (d0) cells in the control group. 

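With BMP2, 4097 of the 45101 probe sets rose in control cells, and they named 2570 genes. *Prelp*, a proteoglycan of the matrix, rose from an AEV of 4.06 ± 1.66 (SD, n = 3) at d0 to 4377 ± 348 at d3 and 2639 ± 154 at d6. *Omd*, for osteomodulin, rose from 53.3 ± 7.17 to 14460 ± 669 and 6924 ± 154, with log2 ratios of 8.09 (SE 0.15, adjusted p = 6.73e-20) and 7.03. *Fabp4*, a fatty acid-binding protein, rose from 12.9 ± 1.17 to 2154 ± 423 and 3450 ± 377. *Aspn*, for asporin, rose from 45.6 ± 15.9 to 9273 ± 1030 and 11050 ± 997, measured by a probe set (_s_at) that can take signal from related transcripts. The ratios of *Prelp* and *Fabp4* start from values near background at d0. Of the probe sets that rose with BMP2, 1725 had also risen without it.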

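In control cells with BMP2, 9 of 18 bone genes were higher at d6 than at d0 and 2 were lower (9 and 2 when adjusted over the list alone), with a median log2 ratio of 0.83. *Pth1r* and *Col1a2* rose by log2 ratios of 3.45 (2.58 at the lowest over the alternatives to the fit) and 0.85, whereas *Phex* fell by 1.75 and *Dmp1* fell by 3.08. The call of *Dmp1* was lost without 3 of the 9 arrays left out in turn (highest adjusted p = 0.014, at a log2 ratio of -2.54, without C2C12-pMirn0 d6 BMP2 replicate 3), and also where values under 50 are set to 50, which leaves a log2 ratio of -0.142 (adjusted p = 0.245). Of 29 extracellular matrix genes, 12 were higher and 5 lower (12 and 6 when adjusted over the list alone). *Dcn*, for decorin, rose from an AEV of 208 ± 34.9 (SD, n = 3) to 20070 ± 1010, and *Postn*, for periostin, from 223 ± 28.9 to 10890 ± 191, while the collagen gene *Col4a1* fell by 1.65 on the log2 scale. Of 26 genes of BMP signaling, 10 were higher and 2 lower (11 and 2 when adjusted over the list alone), with *Smad6* rising from 208 ± 25 to 3756 ± 207 and *Bmper* and *Grem1* falling by 1.86 and 1.36. The muscle structure list went the other way, with 4 genes higher and 23 lower (4 and 24 when adjusted over the list alone) and a median log2 ratio of -1.05. Camera gave adjusted p = 0.00075 for bone, 0.00451 for BMP signaling, 0.000374 for the matrix and 3.32e-07 for muscle structure. The last 2 were lost at adjusted p = 0.16 and 0.1 with an estimated correlation, and the first 2 were at 0.00744 and 0.0129. The bone list holds *Sp7*, *Alpl*, *Dlx5*, *Vdr* and *Col1a1*, which the study shows from these arrays as bone markers.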

Functional gene annotation of these probes according to GO (biological processes) revealed significant enrichment of GO terms related to bone development (including ‘skeletal system development’, ‘bone development’, ‘extracellular matrix organization’ and ‘ossification’, ‘skeletal system morphogenesis’, ‘osteoblast differentiation’, ‘bone mineralization’; data not shown), consistent with the expected osteogenesis-inducing effect of BMP2 on our control C2C12-pMirn0 cells. The expression profiles of several osteogenic marker genes are presented in Additional file 1B.

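In control cells, *Sp7*, the gene of the transcription factor osterix, had an AEV of 121.5 ± 30.2 (SD, n = 3) at d0, 1090 ± 120 at d3 with BMP2 and 678.5 ± 10.5 at d6 with BMP2. Its log2 ratios over d0 were 3.19 (SE 0.20, adjusted p = 1.35e-11) and 2.51 (adjusted p = 7.45e-10). Without BMP2 it stood at 106 ± 12.1 at d3 and 107 ± 9.65 at d6, within the SD of d0. *Alpl*, for alkaline phosphatase, rose from 60.7 ± 15.6 to 2360 ± 145 and 2191 ± 195 with BMP2, a log2 ratio of 5.31 at d3 (SE 0.21, adjusted p = 4.46e-15). *Vdr*, for the vitamin D receptor, rose from 317 ± 34.9 to 2085 ± 164 and then stood at 1073 ± 21.8, with log2 ratios of 2.72 and 1.77. *Dlx5* rose from 3.68 ± 1.59 to 48.8 ± 17.6 and 47.2 ± 10.5, and its probe set stayed dim throughout, so that its log2 ratio of 3.77 has an SE of 0.70 (adjusted p = 0.000126). Where values under 50 are set to 50, the log2 ratios of *Dlx5* are 0.143 at d3 and 0.057 at d6, and neither is called.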

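In control C2C12-pMirn0 cells, 4645 probe sets fell without BMP2 and 3842 fell with BMP2, and 2072 of them fell under both treatments, against 395.7 if the sets were independent. *Nefl*, a neurofilament gene, fell with BMP2 from an AEV of 7675 ± 143 (SD, n = 3) at d0 to 15.9 ± 10.7 at d3 and 15.7 ± 1.11 at d6. *Selp*, for P-selectin, fell without BMP2 from 294 ± 1.65 to 6.75 ± 7.13 and 6.74 ± 5.58. *Foxm1*, a transcription factor of dividing cells, fell from 383 ± 44.9 to 9.41 ± 1.58 at d3 without BMP2, a log2 ratio of -5.35 (SE 0.61, adjusted p = 1.81e-07) that is -2.929 where values under 50 are set to 50. Of 33 cell cycle genes, 32 were lower at d6 than at d0 without BMP2 and 32 with BMP2 (32 and 32 when adjusted over the list alone), with median log2 ratios of -3.02 and -3.28. *Birc5*, for survivin, fell from 6319 ± 273 to 369.7 ± 21.6 and 206 ± 4.18, and *Top2a* by log2 ratios of -3.26 and -3.79. Camera gave adjusted p = 3.54e-27 without and 3.34e-29 with BMP2, and 0.00193 and 0.00119 with an estimated correlation. Both treatments are compared with the same 3 arrays at d0, which by itself can add to the overlap, by an amount that was not measured.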

Finally, control C2C12-pMirn0 cultures treated both with and without BMP2 showed a clear cell cycle withdrawal signature as common functional gene annotation of the sets of probes significantly downregulated during myogenic (5396 probes) and osteogenic (4550 probes) differentiation. To illustrate, the expression profiles of several cell-cycle regulators are shown in Additional file 1C.

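*Ccna2*, for cyclin A2, had an AEV of 4828 ± 112 (SD, n = 3) at d0 in control cells, and 375.5 ± 26.5 at d3 and 521 ± 23.4 at d6 without BMP2. With BMP2 it was 516 ± 37.8 and 281 ± 20, a log2 ratio of -4.10 at d6 (SE 0.13, adjusted p = 1.06e-16). *Cdc20* fell from 4550 ± 147 to 447 ± 15.5 at d6 without BMP2 and 309 ± 7.24 with BMP2, and *Cdk1* from 8058 ± 116 to 958 ± 71.1 and 707 ± 12.4. *Cdc7* fell from 753 ± 4.33 to 141 ± 4.91 and 96.2 ± 6.48, with log2 ratios of -2.41 and -2.97. *Cdk4*, on a probe set (_x_at) that can take signal from related transcripts, moved least, from 5523 ± 272 to 2554 ± 160 and 3876 ± 204. Its log2 ratio at d6 with BMP2 was -0.51 (SE 0.10, adjusted p = 0.000262).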

We thus conclude that treatment of our control C2C12-pMirn0 cells with and without BMP2 had induced the expected changes in transcription patterns corresponding to osteogenic and myogenic differentiation, respectively.

We next examined the effect of miR-378 overexpression on these gene expression profiles. MiR-378 is expressed approximately 11-fold higher in C2C12-pMirn378 cells than in C2C12-pMirn0 cells at the d0 time point (Figure 2A). Similar to C2C12-pMirn0 cells, miR-378 expression increases during myogenic differentiation of C2C12-pMirn378 cells (Figure 2A). While miR-378 levels remain higher in C2C12-pMirn378 versus C2C12-pMirn0 cells during myogenesis, the fold overexpression decreases to approximately 3-fold at d3 and 2-fold at d6 (Figure 2A). The fold overexpression of miR-378 in C2C12-pMirn378 versus C2C12-pMirn0 cells also decreases to approximately 8-fold at d3 and 3-fold at d6 during BMP2-induced osteogenesis (Figure 2A).

**Figure 2:**
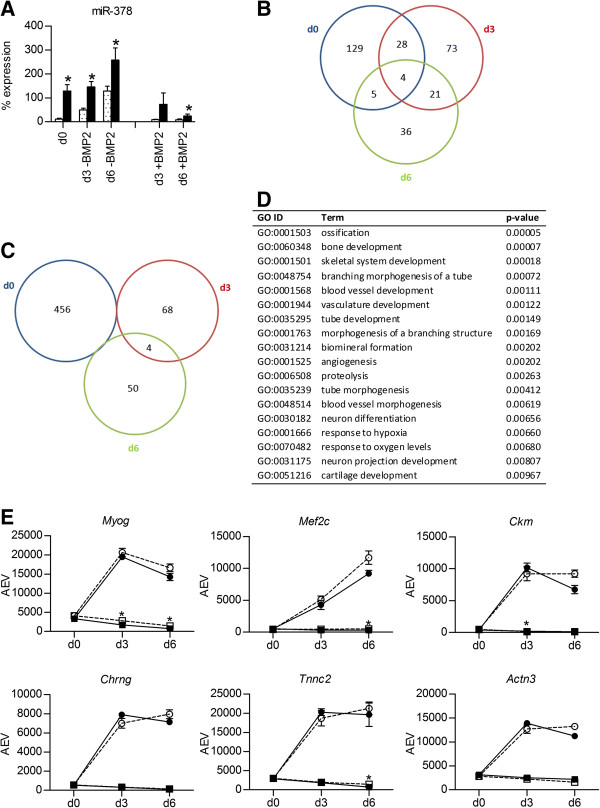
**Effect of miR-378 overexpression on C2C12 muscle transcription program. A)** Mature miR-378 levels in C2C12-pMirn0 (light bars) and C2C12-pMirn378 (dark bars) cells at indicated time points during treatment with or without 300 ng/ml BMP2. MiR-378 levels are expressed as a percentage of the control small, non-coding RNA *snoRNA202*. Mean values +/− SD of three biological replicates, whereby each measurement was made in duplicate, are shown. *p < 0.05 when compared to the C2C12-pMirn0 sample at the same time point and treatment. **B-C)** Venn diagrams representing the number of probes on the microarray that are significantly lower **(B)** or higher **(C)** expressed in C2C12-pMirn378 cells than in control C2C12-pMirn0 cells at each time point during differentiation in the absence of BMP2. **D)** Enriched (p < 0.01) GO terms within the set of probes that are significantly lower expressed in C2C12-pMirn378 versus C2C12-pMirn0 cells at at least two consecutive time points during differentiation in the absence of BMP2. **E)** mRNA expression profiles of the muscle transcription factors myogenin (*Myog;* 1419391_at) and myocyte enhancer factor 2C (*Mef2c;* 1421027_a_at) and other muscle marker genes muscle creatine kinase (*Ckm;* 1417614_at), the acetylcholine receptor subunit gamma (*Chrng;* 1449532_at) and the sarcomeric genes fast troponin C2 (*Tnnc2;* 1417464_at) and actinin alpha 3 (*Actn3;* 1418677_at) at indicated time points during differentiation of C2C12-pMirn0 (light bullets) and C2C12-pMirn378 (dark bullets) cells treated with (squares) or without (circles) 300 ng/ml BMP2 as revealed from microarray analysis. Mean expression values +/− SD from triplicate microarray experiments are shown for all data points. When the error bar is not visible, the SD falls within the printed data point. All SD values are, however, listed in Additional file 2. AEV = average expression value; *significantly different expression in C2C12-pMirn378 compared to control C2C12-pMirn0 at the same time point and treatment.

Gene expression levels in C2C12-pMirn378 cells were compared to those in control C2C12-pMirn0 cells for each time point during each treatment separately. 

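At d0, 226 probe sets were lower and 118 were higher in C2C12-pMirn378 cells than in control C2C12-pMirn0 cells. With limma on the linear values, chosen after the data were seen, this balance was reversed, with more probe sets higher than lower. Where values under 50 are set to 50, also chosen then, more probe sets were higher at d0 than these 118. Without BMP2 there were 84 lower and 105 higher at d3, and 24 lower and 48 higher at d6. With BMP2 there were 660 lower and 728 higher at d3, and 377 lower and 448 higher at d6. Of those lower, 43 were dim in both lines at d0, 6 at d3 and 5 at d6 without BMP2, and 41 and 34 with BMP2. At d0, *Postn* had an AEV of 794 ± 65.5 against 223 ± 28.9 in control cells (SD, n = 3; log2 ratio 1.84), and *Ranbp3l* 10.9 ± 5 against 124 ± 9.89. At d3 without BMP2, *Dscc1* stood at 328 ± 45.8 against 79.9 ± 8.5, and at d6 *Car8* stood at 375 ± 54.6 against 104 ± 13.6. At d3 with BMP2, *Car6* had 111 ± 27.4 against 2493 ± 147, a log2 ratio of -4.51 (SE 0.30, adjusted p = 6.44e-10), and *Krt31* had 2001 ± 388 against 239 ± 41.1 (3.06). At d6 with BMP2, *Hp*, for haptoglobin, had 466 ± 102 against 10.7 ± 3.59, a log2 ratio of 5.47 (SE 0.58, adjusted p = 1.06e-06), and *Tenm4* had 65.5 ± 18.1 against 469 ± 16.7. The control value of *Hp* is near background, and where values under 50 are set to 50 its log2 ratio is 3.195. Leaving out 1 array moved several of the smaller counts by more than 1.5 times. At d0, 69 and 73 probe sets were higher without C2C12-pMirn0 replicates 2 and 3, and 74 and 47 without C2C12-pMirn378 replicates 2 and 3. At d3 untreated, 53 were lower without C2C12-pMirn0 replicate 2, and 60 and 68 were higher without C2C12-pMirn378 replicates 1 and 3. At d6 untreated, 13, 14 and 13 were lower without C2C12-pMirn0 replicates 1, 2 and 3 and 15 without C2C12-pMirn378 replicate 2, and 24 were higher without C2C12-pMirn0 replicate 1 and 25, 31 and 31 without C2C12-pMirn378 replicates 1, 2 and 3. Where only the 2 groups of a comparison entered limma, with 4 residual degrees of freedom, 0 probe sets passed in each of the 5 comparisons, at 5519, 3432, 3990, 8329 and 7080 with an unadjusted p under 0.05.

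**Figure D1:**
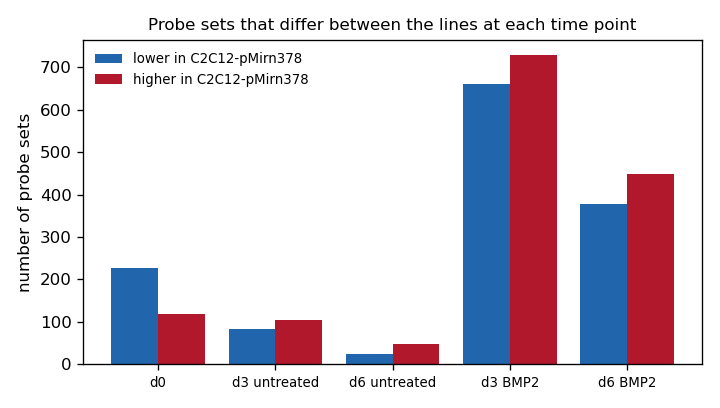
Number of probe sets lower and higher in C2C12-pMirn378 than in C2C12-pMirn0 cells (vertical axis) at each time point and treatment, 3 arrays per group. The bars are highest at d3 with BMP2, with 660 lower and 728 higher, and lowest at d6 without BMP2, with 24 and 48.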

The Venn diagrams in Figure 2B-C, Figure 3A and Figure 4A demonstrate the number of probes found to be significantly higher- or lower expressed in the C2C12-pMirn378 cells versus C2C12-pMirn0 cells at each indicated time point during myogenesis (Figure 2B-C) and osteogenesis (Figures 3A and 4A). We subsequently focused on the sets of probes that are consistently expressed at either higher or lower levels at at least two consecutive time points during differentiation.

**Figure 3:**
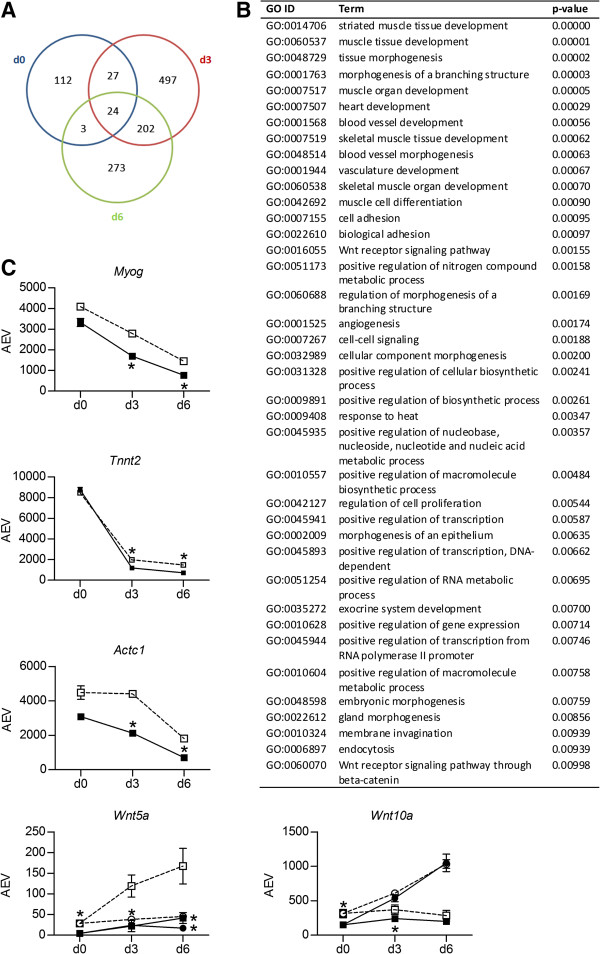
**Effect of miR-378 overexpression on C2C12 bone transcription program: downregulation. A)** Venn diagram representing the number of probes on the microarray that are significantly (as defined in Methods) lower expressed in C2C12-pMirn378 cells than in control C2C12-pMirn0 cells at each time point during differentiation in the presence of 300 ng/ml BMP2. **B)** Enriched (p < 0.01) GO terms (in biological processes category) within the set of probes that are significantly lower expressed in C2C12-pMirn378 versus C2C12-pMirn0 cells at at least two consecutive time points during differentiation in the presence of 300 ng/ml BMP2. **C)** Microarray profiles of representative genes that are expressed at significantly lower levels in C2C12-pMirn378 cells than in C2C12-pMirn0 cells at at least two consecutive time points during differentiation in the presence of BMP2 (light bullets: C2C12-pMirn0, dark bullets: C2C12-pMirn378, squares: treatment with BMP2, circles: treatment without BMP2); *Myog,* troponin T2, cardiac (*Tnnt2;* 1418726_a_at), actin alpha cardiac muscle 1 (*Actc1;* 1415927_at), wingless-related MMTV integration site 5a (*Wnt5a;* 1436791_at) and 10a *(Wnt10a;* 1460657_at). For *Myog, Tnnt2* and *Actc1*, expression levels are only shown for cells treated with BMP2. Mean expression values +/− SD from triplicate microarray experiments are shown for all data points. When the error bar is not visible, the SD falls within the printed data point. All SD values are, however, listed in Additional file 2. AEV = average expression value; *significantly different expression in C2C12-pMirn378 compared to control C2C12-pMirn0 at the same time point and treatment (see Methods for definition).

**Figure 4:**
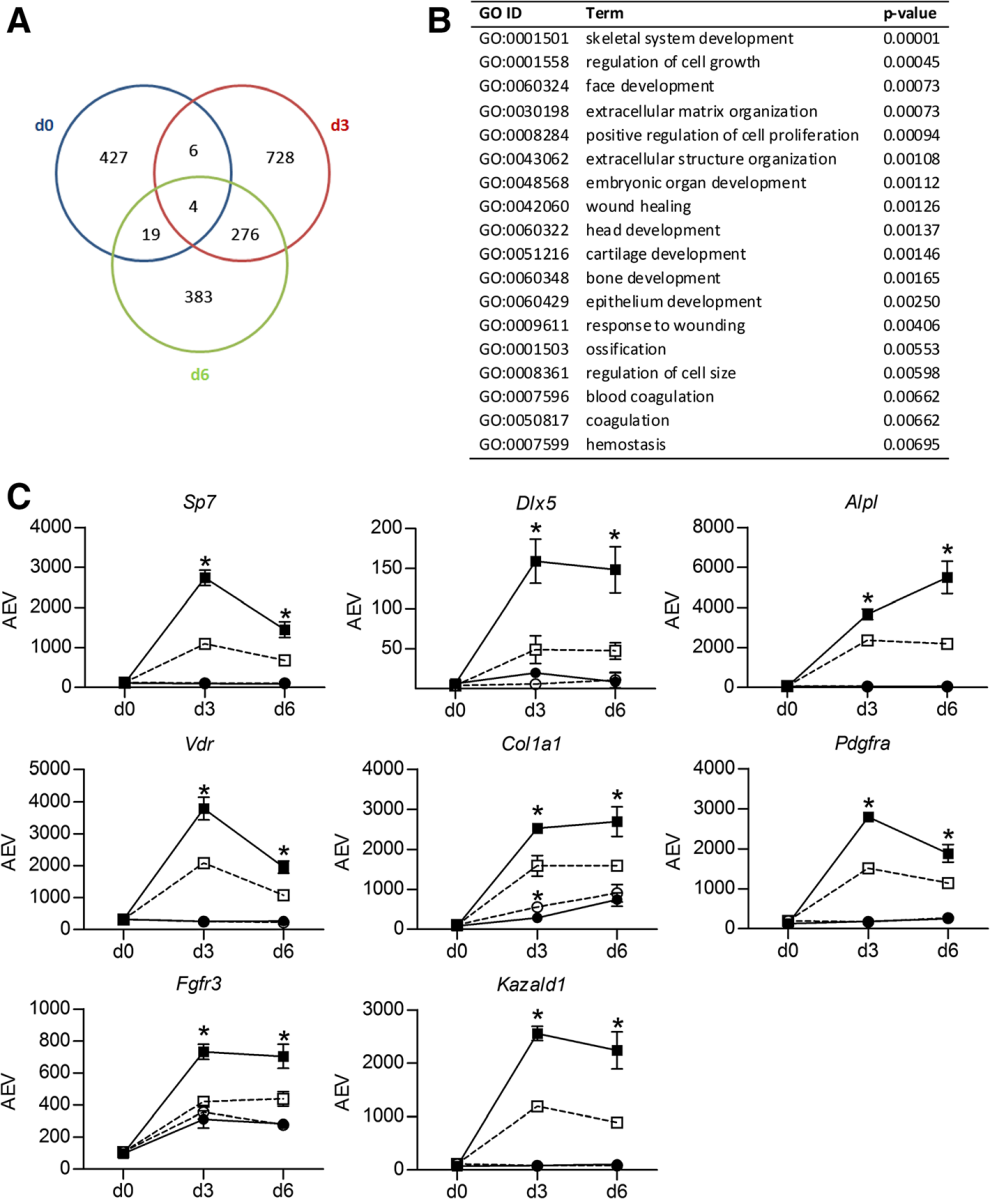
**Effect of miR-378 overexpression on C2C12 bone transcription program: upregulation. A)** Venn diagram representing the number of probes on the microarray that are significantly (as defined in Methods) higher expressed in C2C12-pMirn378 cells than in control C2C12-pMirn0 cells at each time point during differentiation in the presence of 300 ng/ml BMP2. **B)** Enriched (p < 0.01) GO terms (in biological processes category) within the set of probes that are significantly higher expressed in C2C12-pMirn378 versus C2C12-pMirn0 cells at at least two consecutive time points during differentiation in the presence of 300 ng/ml BMP2. **C)** Microarray profiles of bone markers Sp7 transcription factor 7 (*Sp7;* 1418425_at), distal-less homeobox 5 (*Dlx5;* 1449863_a_at)*,* alkaline phosphatase (*Alpl;* 1423611_at), vitamin D receptor (*Vdr;* 1418175_at)*,* collagen type I alpha 1 (*Col1a1;* 1423669_at)*,* platelet derived growth factor receptor alpha polypeptide (*Pdgfra;* 1421917_at)*,* fibroblast growth factor receptor 3 (*Fgfr3;* 1421841_at) and Kazal-type serine peptidase inhibitor domain 1 (*Kazald1;* 1436528_at) at indicated time points during differentiation of C2C12-pMirn0 (light bullets) and C2C12-pMirn378 (dark bullets) cells treated with (squares) or without (circles) 300 ng/ml BMP2 as revealed from microarray analysis. Mean expression values +/− SD from triplicate microarray experiments are shown for all data points. When the error bar is not visible, the SD falls within the printed data point. All SD values are, however, listed in Additional file 2. AEV = average expression value; *significantly different expression in C2C12-pMirn378 compared to control C2C12-pMirn0 at the same time point and treatment (see Methods for definition).

The Venn diagram in Figure 2C shows that during myogenic differentiation hardly any probes are consistently higher expressed in C2C12-pMirn378 cells than in the C2C12-pMirn0 cells. However, we did observe a significantly lower expression of 53 probes at two or more consecutive time points (Figure 2B). 

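Without BMP2, 33 probe sets of 24 named genes were lower in C2C12-pMirn378 cells at 2 consecutive time points, and 10 probe sets of 9 named genes were higher. *Ms4a4d* was lower at d0, d3 and d6, with log2 ratios of -1.75, -2.21 and -2.08 and an AEV at d6 of 932 ± 114 against 3938 ± 354 in control cells (SD, n = 3). *Bmp4* was lower at d0 and d3, with 762 ± 89.6 against 1902 ± 167 at d3 (-1.32, SE 0.23, adjusted p = 0.00211), and its log2 ratio at d6 was 0.09. The call of *Bmp4* at d3 was lost without 6 of the 6 arrays left out in turn (highest adjusted p = 0.0211, at a log2 ratio of -1.225, without C2C12-pMirn378 d3 untreated replicate 1). *Mmp2* had 872 ± 49.5 against 2115 ± 69.8 at d3, a log2 ratio of -1.28 (SE 0.10, adjusted p = 5.04e-08). *Cdh11*, chosen after its values were seen, had log2 ratios of -2.17, -1.99 and -1.39 at d0, d3 and d6 on one of its probe sets. Where values under 50 are set to 50, the d0 log2 ratios of *Ms4a4d* and *Cdh11* are -0.04 and -0.24 and are no longer called. Among the higher genes, *Birc5* and *Cdc20* are on the cell cycle list, with log2 ratios of 0.98 and 1.19 at d3 (Fisher's exact test, two-sided, adjusted p = 0.00195 for the 2 genes), and the *Cdc20* probe set (_x_at) is uncertain. It is not the one that the paper names, on which *Cdc20* had an AEV of 765.3 ± 57.2 against 449.1 ± 69.4 at d3. The lower set held 1 gene of the extracellular matrix list, *Mmp2*, and 1 of the BMP signaling list, *Bmp4*, where 0.0383 and 0.0343 would fall by chance (adjusted p = 0.414 for each), and it is too small for a count of 0 on the other lists to tell anything. Leaving out 1 array gave 25 to 40 lower and 4 to 13 higher probe sets, with 4 and 6 without C2C12-pMirn378 d6 untreated replicates 1 and 3 and 5 without C2C12-pMirn0 d6 untreated replicate 1 or 2. Other pairs of day-wise lists of these sizes would share less than 1 probe set if independent, at 0.0447 for those lower and 0.112 for those higher at d3 and d6.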

GO-analysis of this set of probes (Figure 2D) revealed a significant enrichment of GO terms associated with various alternative differentiation pathways, including osteogenesis, blood vessel development, neuron differentiation and cartilage development. Most of these genes are, however, upregulated during (both C2C12-pMirn378 and C2C12-pMirn0) myogenic differentiation, so they do not appear to be specific for a particular lineage. 

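Of the 33 probe sets that were lower at 2 consecutive time points without BMP2, 28 rose during control differentiation without BMP2, 28 rose in C2C12-pMirn378 cells and 27 rose in both. In control cells, 23 of the 33 also rose with BMP2 and 3 fell with it. *Bmp4* rose in control cells from an AEV of 77.6 ± 34.4 (SD, n = 3) at d0 to 1902 ± 167 at d3 and 1926 ± 80 at d6, with log2 ratios of 4.71 and 4.73 (SE 0.23, adjusted p = 1.08e-13). With BMP2 it reached 566 ± 61.4 at d6. *Mmp2* rose from 607 ± 84 to 3220 ± 67.1 at d6 without BMP2 and 4949 ± 103 with BMP2. *Ms4a4d* rose by log2 ratios of 5.10 at d3 and 6.35 at d6 without BMP2. *Cd24a*, chosen after its values were seen as an exception, fell by 1.59 at d3 and had risen by a log2 ratio of 2.06 at d6. Of the 10 probe sets that were higher, 9 fell in control cells without BMP2 and 7 fell with it.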

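In C2C12-pMirn378 cells without BMP2, *Myog* had an AEV of 19510 ± 74 (SD, n = 3) at d3 and 14290 ± 955 at d6, with log2 ratios to control cells of -0.08 (SE 0.075, adjusted p = 0.876) and -0.22 (adjusted p = 0.226). *Mef2c* had 4278 ± 722 and 9193 ± 478, with log2 ratios of -0.26 (adjusted p = 0.45) and -0.34 (adjusted p = 0.2). *Ckm* had 10180 ± 700 and 6747 ± 649, with a log2 ratio of -0.45 at d6 (SE 0.17, adjusted p = 0.274). *Chrng* (7136 ± 290), *Tnnc2* (19610 ± 3070) and *Actn3* (11230 ± 626) had log2 ratios of -0.16, -0.13 and -0.24 at d6 (adjusted p = 0.773, 0.734 and 0.346). At d3 their means lay above those of control cells, as did that of *Ckm*. They were 7910 ± 19.3 against 6997 ± 503, 20270 ± 890 against 18660 ± 2000 and 13920 ± 623 against 12690 ± 862. Of the 36 muscle structure genes, limma called 0 at d3 and 0 at d6, and 1 was lower at each day when adjusted over the list alone. *Myh7* came closest, and was called at both days with trend and robust eBayes or with the probe sets under the median level left out, with log2 ratios of -0.64 (adjusted p = 0.0162) and -0.71 (adjusted p = 0.0109). At d3 the median log2 ratio of the list was 0.08 and its mean -0.02, which differ in sign, and camera gave adjusted p = 0.498 in the upward direction. At d6 the median was -0.19 and camera gave adjusted p = 2e-12 for lower expression, which was lost at adjusted p = 0.0944 with an estimated correlation. In simulated data with 3 arrays per group, where changes were set in the comparison at d6 with BMP2 and not in those without it, a change of 0.8 on the log2 scale was recovered for 50.0% of probe sets at or above the median level.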

We did not observe any significant differences between C2C12-pMirn378 and C2C12-pMirn0 cells in the expression of muscle marker genes, such as for example the myogenic transcription factors *Myog* and *Mef2c*, *Ckm*, *Chrng* and the sarcomeric proteins *Actn3* and *Tnnc2* during myogenesis (Figure 2E), suggesting that miR-378 overexpression does not have an effect on C2C12 muscle differentiation.

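Of the 660 probe sets lower in C2C12-pMirn378 cells at d3 with BMP2, 25 were also lower at d3 without it, and of the 377 lower at d6, 3 were. Of the 728 and 448 that were higher with BMP2, 83 and 8 were also higher without it. *Krt31* differed between the lines by a log2 ratio higher by 3.38 at d3 with BMP2 than without (SE 0.26, adjusted p = 1.21e-07), and *Lin7a* by one lower, at -4.48. At d6 the corresponding values were 5.87 for *Hp* and -3.02 for *Tenm4*. The values of *Lin7a* and *Hp* rest on groups near background, and where values under 50 are set to 50 they are -0.808 and 3.195, both still called. This difference between treatments was tested for each probe set by an interaction term in limma. It was called for 560 probe sets of 438 named genes at d3, 292 with a higher and 268 with a lower line difference with BMP2, and for 575 of 439 named genes at d6, 265 and 310. Where only the 4 groups of the interaction entered the fit, 57 and 93 probe sets were called. Of 100 splits of the arrays, the real one included, 10 called as many as in the full fit at d3 and 2 at d6. Most splits broke up the line difference with BMP2, so this share does not measure chance for the interaction itself. Among the probe sets lower with BMP2, the interaction was called in the same direction for 225 of 660 at d3 and 208 of 377 at d6, and among those higher for 213 of 728 and 195 of 448, so that a dependence on BMP2 was called for most of those lower at d6 and not for most of the other groups. The median log2 ratio of the 660 was -0.89 with and -0.13 without BMP2, and that of the 377 was -0.94 and -0.01. For the 728 it was 0.97 and 0.28, and for the 448 it was 0.87 and 0.07, where probe sets picked for a difference with BMP2 tend to be more extreme there.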

Compared to myogenesis, many more probes are differentially expressed in C2C12-pMirn378 cells versus C2C12-pMirn0 cells during osteogenic differentiation (Figure 3A and Figure 4A). We observed a consistent (at at least two consecutive time points) lower expression of 253 probes (Figure 3A) and higher expression of 286 probes (Figure 4A) in the C2C12-pMirn378 cells. 

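With BMP2, 197 probe sets of 139 named genes were lower and 171 of 131 named genes were higher in C2C12-pMirn378 cells at 2 consecutive time points. The d3 and d6 lists shared 167 lower and 169 higher probe sets, where 5.52 and 7.23 would be shared by independent lists. *Clu*, for clusterin, had an AEV of 787 ± 41.3 against 66.6 ± 29.3 at d3 (SD, n = 3; log2 ratio 3.65, SE 0.74, adjusted p = 0.00161) and 749 ± 64 against 45.2 ± 34.5 at d6. The call of *Clu* at d3 was lost without 5 of the 6 arrays left out in turn (highest adjusted p = 0.0102, at a log2 ratio of 3.48, without C2C12-pMirn0 d3 BMP2 replicate 2). *Mxd3* had 181 ± 38.4 against 15.3 ± 9.03 at d3, a log2 ratio of 3.74 that is 1.835 where values under 50 are set to 50. *Avil*, for advillin, was lower with 45.8 ± 17.8 against 534.5 ± 95.4 at d3, and *Igfbp3* with 83.6 ± 24.4 against 478 ± 74.1 at d6 (-2.54, SE 0.38, adjusted p = 8.66e-05). *Lin7a* went from 88.4 ± 14.9 in control cells to 4.66 ± 2.18 at d3, near background, and its log2 ratio is -0.808 where values under 50 are set to 50. Of the 197, 98 rose and 39 fell during control differentiation without BMP2, and 94 rose and 45 fell with BMP2. Of the 171, 39 rose and 50 fell without BMP2, and 49 rose and 40 fell with it. Leaving out 1 array gave 169 to 201 lower and 137 to 184 higher probe sets.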

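In control cells with BMP2, *Tnnt2* fell from an AEV of 8466 ± 220 (SD, n = 3) at d0 to 1965 ± 72.7 at d3 and 1478 ± 124 at d6, whereas it reached 26430 ± 2010 at d6 without BMP2. In C2C12-pMirn378 cells it stood at 1182 ± 55 and 714 ± 61.2 with BMP2, with log2 ratios to control cells of -0.73 (SE 0.088, adjusted p = 3.25e-06) and -1.05 (adjusted p = 4.07e-08). *Actc1* in control cells was 4479 ± 395 at d0, 4406 ± 174 at d3 and 1816 ± 55.4 at d6 with BMP2, so that it had not fallen at d3 (-0.02, adjusted p = 0.914). In C2C12-pMirn378 cells it was 3091 ± 164 at d0, 2132 ± 124 at d3 and 698.5 ± 39 at d6, with log2 ratios of -1.05 and -1.38 with BMP2. *Myog* in control cells was 2793 ± 48.4 and 1444 ± 90.2, and in C2C12-pMirn378 cells 1693 ± 78 and 764 ± 68.6, with line log2 ratios of -0.72 (adjusted p = 4.61e-07) and -0.92. Of the 36 muscle structure genes, 7 were lower and 1 higher at d3 with BMP2 (7 and 1 when adjusted over the list alone), and 20 lower and 1 higher at d6 (20 and 1 when adjusted over the list alone). At d6, *Myh3* had 265 ± 41.6 against 1258 ± 115 and *Myh7* had 149.8 ± 8.12 against 632 ± 63.7, while *Chrna1* was higher at 8470 ± 371 against 4251 ± 236. Camera gave adjusted p = 1.6e-20 at d6, and 0.0135 with an estimated correlation. At d3 it gave 0.000996, which was lost at adjusted p = 0.468 with an estimated correlation. The 117 genes lower at 2 consecutive time points by their representative probe set held 7 muscle structure genes, against 0.232 by chance (Fisher's exact test, two-sided, adjusted p = 5.96e-08), among them *Tnnt2* and *Actc1*, which the study chose. On the same arrays the 3' over 5' ratio of *Actb*, a sign of RNA quality, was lower in C2C12-pMirn378 cells by 0.074 on the log2 scale at d6 with BMP2 and that of *Gapdh* was higher by 0.048 (exact permutation p = 0.1 and 0.5), and at d3 with BMP2 both were higher, by 0.035 and 0.079 (0.1 for each, the lowest possible with 3 arrays against 3).

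**Figure D2:**
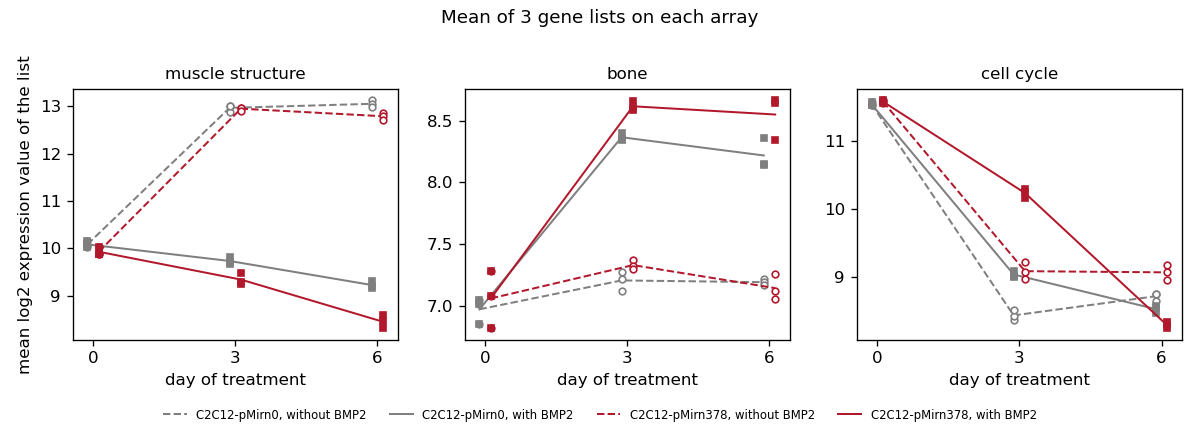
Mean log2 expression value of the muscle structure, bone and cell cycle lists on each array (vertical axis) against the day of treatment, with 1 point per array and lines through the means of 3 arrays, for C2C12-pMirn0 (grey) and C2C12-pMirn378 (red) with BMP2 (solid) and without (dashed). At d6 with BMP2 the muscle structure mean is 8.45 in C2C12-pMirn378 and 9.23 in control cells, and the bone mean is 8.55 and 8.22.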

GO-analysis showed that the set of lower expressed probes was significantly enriched for numerous GO terms associated with muscle differentiation (including for example ‘striated muscle development’, ‘muscle tissue development’ and ‘muscle organ development’: Figure 3B), and includes genes such as the myogenic transcription factor *Myog* and the sarcomeric proteins *Tnnt2* and *Actc1.* These genes, which are upregulated during (both C2C12-pMirn378 and C2C12-pMirn0) myogenesis, are downregulated during BMP2-induced osteogenesis of C2C12-pMirn0 cells, which is further enhanced in C2C12-pMirn378 cells (Figure 3C). 

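Of 41 genes of Wnt signaling, 1 was higher and 4 were lower in C2C12-pMirn378 cells at d3 with BMP2 (1 and 7 when adjusted over the list alone), and 3 were higher and 1 lower at d6 (3 and 3 when adjusted over the list alone). At d3, *Ccn4* had an AEV of 2185 ± 83.7 against 4059 ± 250 in control cells (SD, n = 3; log2 ratio -0.89, SE 0.083, adjusted p = 8.82e-08), and the receptor *Fzd4* had 259 ± 25.9 against 453 ± 7.59. *Wnt9a* was higher at 431 ± 13.4 against 273 ± 5.89. At d6, the receptor *Fzd1* (0.82) and *Sfrp2* (1.14) were higher, and *Lef1* (-0.95) was lower, at 180.2 ± 12.3 against 348.5 ± 47.7. The call of *Lef1* was lost without 6 of the 6 arrays left out in turn (highest adjusted p = 0.0297, at a log2 ratio of -0.84, without C2C12-pMirn0 d6 BMP2 replicate 2), and another probe set of *Lef1* had a log2 ratio of 0.04. The list had a median of 0.02 and a mean of -0.25 at d3, which differ in sign, and camera gave adjusted p = 0.676 at d3, in the downward direction, and 0.199 at d6. Among the genes lower at 2 consecutive time points with BMP2, *Wnt5a* was the 1 gene of this list (Fisher's exact test, two-sided, adjusted p = 0.732). At d0, *Sfrp4*, *Wnt5a* and *Wnt10a* were lower (3 when adjusted over the list alone), with camera adjusted p = 0.0443, which was lost at adjusted p = 0.137 with an estimated correlation.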

Besides terms associated with muscle differentiation, GO-analysis also revealed significant enrichment of GO terms associated with Wnt signaling (‘Wnt receptor signaling pathway’ and ‘Wnt receptor signaling pathway through beta-catenin’), which include genes for the Wnt proteins *Wnt5a* and *Wnt10a*. In control C2C12-pMirn0 cells, *Wnt10a* is upregulated specifically during myogenesis, while *Wnt5a* is upregulated specifically during BMP2-induced osteogenesis (Figure 3C).

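*Wnt10a* rose in control cells without BMP2 from an AEV of 313 ± 61.2 (SD, n = 3) at d0 to 609 ± 46.7 at d3 and 1033 ± 63.5 at d6, with log2 ratios of 0.98 (SE 0.17, adjusted p = 5.64e-05) and 1.74 (adjusted p = 1.35e-08). With BMP2 it was 370 ± 68.8 and 284 ± 77, with log2 ratios of 0.24 (adjusted p = 0.316) and -0.16 (adjusted p = 0.548). BMP2 and untreated cells differed directly at d6 by -1.90 (adjusted p = 3.96e-09). *Wnt5a* rose with BMP2 from 28.2 ± 7.74 to 119 ± 26.9 at d3 and 167 ± 43.1 at d6, with log2 ratios of 2.09 (SE 0.45, adjusted p = 0.000705) and 2.57 (adjusted p = 7.29e-05). Without BMP2 it stood at 37.8 ± 2.12 and 45.2 ± 4.41, dim values whose log2 ratios of 0.45 and 0.71 did not pass (adjusted p = 0.518 and 0.252). The direct difference of *Wnt5a* between BMP2 and untreated cells at d6 was 1.86 (adjusted p = 0.0022), a call that was lost without 5 of the 6 arrays left out in turn (highest adjusted p = 0.0131, at a log2 ratio of 1.71, without C2C12-pMirn0 d6 BMP2 replicate 1). The rise of *Wnt5a* at d3 lost its call without 2 of the 9 arrays left out in turn (highest adjusted p = 0.00549, at a log2 ratio of 1.91, without C2C12-pMirn0 d3 BMP2 replicate 1). Where values under 50 are set to 50, the log2 ratios of *Wnt5a* with BMP2 are 1.228 and 1.707, both called.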

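*Sp7* had an AEV of 2739 ± 192 (SD, n = 3) in C2C12-pMirn378 cells at d3 with BMP2 and 1447 ± 195 at d6, with log2 ratios to control cells of 1.33 (SE 0.20, adjusted p = 6.53e-05) and 1.08 (adjusted p = 0.00106). The d6 call of *Sp7* was lost without 5 of the 6 arrays left out in turn (highest adjusted p = 0.01, at a log2 ratio of 0.985, without C2C12-pMirn378 d6 BMP2 replicate 3). *Vdr* had 3786 ± 354 and 1954 ± 190, a log2 ratio of 0.86 at d3 and 0.86 at d6 (adjusted p = 4.23e-06 and 7.39e-06). *Kazald1* had 2558 ± 133 against 1191 ± 54.4 at d3 and 2240 ± 347 against 891 ± 18.8 at d6, and *Fgfr3* 733 ± 47.4 against 419 ± 4.07 and 704 ± 75.8 against 438 ± 45.7, and both were called at both days. For *Fgfr3* at d6 the call was lost without 4 of the 6 arrays left out in turn (highest adjusted p = 0.0254, at a log2 ratio of 0.605, without C2C12-pMirn378 d6 BMP2 replicate 3). *Alpl* was 3667 ± 266 at d3, a log2 ratio of 0.64 that did not pass (adjusted p = 0.0514), and 5502 ± 808 at d6, a log2 ratio of 1.32 that did (adjusted p = 0.000173). *Col1a1* on the probe set that the paper names was 2531 ± 117 against 1591 ± 258 at d3 (log2 ratio 0.68, adjusted p = 0.175) and was not called at d6 (0.75, adjusted p = 0.155). Its brighter probe set was called at both days, with 4720 ± 384 against 2750 ± 27.8 at d3 and 4037 ± 435 against 2101 ± 37.5 at d6 (0.94, adjusted p = 1.44e-05). *Pdgfra* had log2 ratios of 0.89 (adjusted p = 0.00843) and 0.72 (adjusted p = 0.0489), and *Dlx5* had 159 ± 27.7 and 148.5 ± 29 with log2 ratios of 1.75 and 1.66 whose SE of 0.70 left them short of the threshold (adjusted p = 0.123 and 0.184). Where values under 50 are set to 50, those of *Dlx5* are 1.512 and 1.496, both called.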

Interestingly, GO-analysis of the set of 286 probes that are consistently expressed higher in C2C12-pMirn378 cells than in C2C12-pMirn0 cells during BMP2 treatment revealed significant enrichment of GO terms related to bone differentiation (including ‘skeletal system development’, ‘extracellular matrix organization’, ‘bone development’ and ‘ossification’: Figure 4B), and includes genes for the osteogenic transcription factors *Sp7* and *Dlx5* and other osteogenic marker genes such as *Alpl, Vdr, Col1a1, Pdgfra, Fgfr3* and *Kazald1* (Figure 4C). The higher expression of osteogenic marker genes in C2C12-pMirn378 cells versus control C2C12-pMirn0 cells suggests that overexpression of miR-378 has a positive effect on C2C12 BMP2-induced osteogenic differentiation.

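Of the 18 bone genes, 3 were higher and 0 lower in C2C12-pMirn378 cells at d3 with BMP2 (3 and 0 when adjusted over the list alone), namely *Col1a1*, *Sp7* and *Vdr*, and 4 were higher and 0 lower at d6 (4 and 0 when adjusted over the list alone), with *Alpl* added. The median log2 ratio of the list was 0.25 at d3 and 0.33 at d6, and camera gave adjusted p = 0.115 and 0.0193, the latter at 0.047 with an estimated correlation. Without the genes that the paper shows, the mean log2 ratio of the bone list at d6 was 0.02 (camera adjusted p = 0.845), so the call rests on genes that the study shows from these arrays, which are not independent evidence. Without C2C12-pMirn378 d6 BMP2 replicate 1 the list was also short of its call, with a mean of 0.275 (camera adjusted p = 0.0716). *Phex* and *Pth1r*, which the study does not show, had log2 ratios of 0.22 and 0.89 at d6. Of 29 extracellular matrix genes, 6 were higher and 0 lower at d6 (6 and 1 when adjusted over the list alone), with *Thbs2* and *Lum* at log2 ratios of 1.48 and 1.82, and the camera call (adjusted p = 0.000255) was lost at adjusted p = 0.216 with an estimated correlation. Of the 113 genes higher at 2 consecutive time points by their representative probe set, 3 were bone genes, *Col1a1*, *Sp7* and *Vdr*, all of which the study shows from these arrays, so that this overlap is not independent evidence either. Beside the 0 bone genes that limma called lower, 9776 and 8345 of all probe sets had an unadjusted p under 0.05 at d3 and d6. On these arrays the 3' over 5' ratios of *Actb* and *Gapdh* differed between the lines by 0.035 and 0.079 on the log2 scale at d3 (exact permutation p = 0.1 for each, the lowest possible) and by -0.074 and 0.048 at d6 (0.1 and 0.5). From the higher expression of osteogenic marker genes with BMP2, the paper proposes that miR-378 overexpression acts positively on osteogenic differentiation of C2C12 cells.

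**Figure D3:**
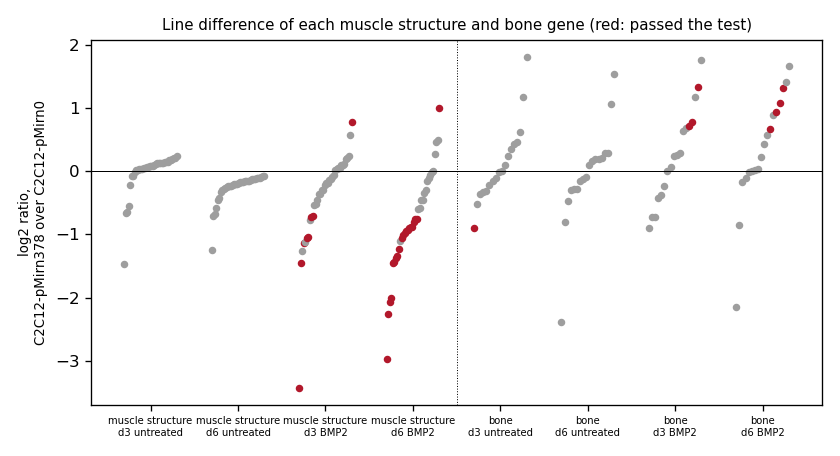
Log2 ratio of C2C12-pMirn378 over C2C12-pMirn0 cells (vertical axis) for each of the 36 muscle structure and 18 bone genes, sorted by value, at d3 and d6 without and with BMP2, with called genes in red (3 arrays per group). At d6 with BMP2, 20 muscle structure genes are red below 0 and 1 above it, and 4 bone genes are red above 0.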

### Putative miR-378 target selection and validation

While our mRNA profiling analysis revealed that a large number of genes are affected by miR-378 overexpression, we expected the majority of these changes in expression to be the result of indirect, downstream events following the initial effect of miR-378 on its direct target(s). We therefore set out next to identify direct miR-378 target genes. Given the general effect of miR-378 overexpression on osteogenesis, we hypothesized that miR-378 might target signaling pathways involved in the initial activation of the osteogenic transcription program. We therefore focused on genes that were downregulated by miR-378 overexpression early during BMP2 treatment (i.e. at at least the d0 and d3 time point) and had at least one predicted miR-378 target site in their 3’UTR (see Methods). From this group, we selected three candidate target genes that are known to play a role in the regulation of osteoblast differentiation: the Wnt signaling proteins *Wnt5a* and *Wnt10a* and the BMP-inhibitor *Grem1* (gremlin 1).

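*Grem1* had an AEV of 1409 ± 149 (SD, n = 3) in C2C12-pMirn378 cells against 2865 ± 375 in control cells at d0, 487 ± 64 against 1032 ± 28.7 at d3 with BMP2, and 466 ± 83.6 against 1111 ± 74.9 at d6 with BMP2. The log2 ratios were -1.02 (SE 0.13, adjusted p = 3.07e-05), -1.09 (adjusted p = 1.96e-06) and -1.27 (adjusted p = 4.49e-07). Without BMP2 the difference was 0.24 at d3 and 0.48 at d6, neither of them called. *Wnt5a* had 4.34 ± 2.54 in C2C12-pMirn378 cells at d0, a log2 ratio of -2.91 (SE 0.45, adjusted p = 0.000489) from dim values, and 21.9 ± 13.5 at d3 with BMP2 (-2.65, adjusted p = 0.000257). The d0 call of *Wnt5a* was lost without 1 of the 6 arrays left out in turn (highest adjusted p = 0.00509, at a log2 ratio of -2.705, without C2C12-pMirn0 d0 replicate 2), and no difference is left (log2 ratio 0.00) where values under 50 are set to 50. With this setting its log2 ratio at d3 with BMP2 is -1.228, still called. At d6 with BMP2 it had 41.5 ± 13.2, and its log2 ratio of -2.02 did not pass (adjusted p = 0.00581). *Wnt10a* had 151 ± 16.1 at d0 (-1.03, SE 0.17, adjusted p = 0.000786), and 240.1 ± 17.7 at d3 with BMP2, where its log2 ratio of -0.61 did not pass (adjusted p = 0.0187). The d0 call of *Wnt10a* was lost without 3 of the 6 arrays left out in turn (highest adjusted p = 0.00823, at a log2 ratio of -0.93, without C2C12-pMirn0 d0 replicate 2). In all, 30 probe sets were lower at d0 and d3 with BMP2 but not at d6, and 26 at all 3 time points. Sites for miR-378 in the 3'UTRs were not analysed here.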

To determine whether these candidates are indeed directly targeted by miR-378, we used an *in vitro* luciferase reporter assay. Reporter constructs containing the 3’UTRs of *Wnt5a, Wnt10a* and *Grem1*, as well as a positive control containing the miR-378 target sequence, fused to a luciferase reporter gene were co-transfected into HEK293 cells together with the miR-378 overexpression pMirn378 or control plasmid pMirn0 to examine changes in luciferase activity (see Methods). Overexpression of miR-378 significantly suppressed luciferase activity of the positive control, but had no significant effect on the 3’UTR-luciferase reporter constructs (data not shown). Our selected candidates therefore do not appear to be direct targets of miR-378.

### Effect of miR-378 overexpression on C2C12 differentiation

Finally, we examined the overall effect of miR-378 overexpression on C2C12 myogenesis and osteogenesis by means of biochemical assays for differentiation markers. The effect on myogenic differentiation was assessed by comparing creatine kinase (Ck) activity in C2C12-pMirn0 and C2C12-pMirn378 cells after treatment with DM in the absence of BMP2 (Figure 5A). Consistent with the lack of effect on myogenic marker gene expression, no significant differences in Ck activity were observed between the two cell lines, again indicating that overexpression of miR-378 does not affect C2C12 myogenesis.

**Figure 5:**
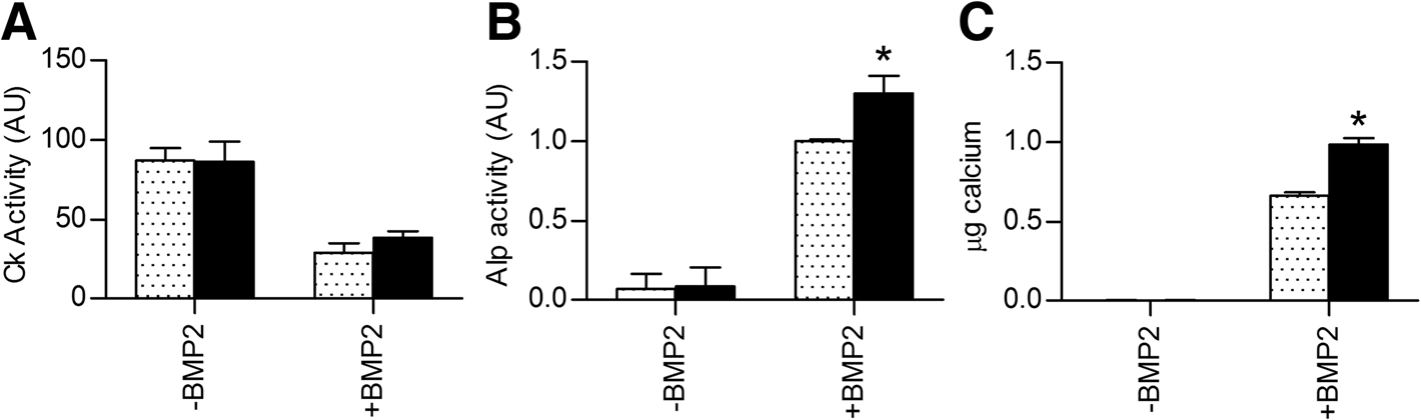
**Effect of miR-378 overexpression on C2C12 differentiation. A-C)** Creatine kinase **(A)** and Alp **(B)** activity in and calcium deposition **(C)** by C2C12-pMirn0 (light bars) and C2C12-pMirn378 (dark bars) cells after 6 **(A-B)** or 10 **(C)** days of culture in the presence or absence of 300 ng/ml BMP2. **A)** The mean values +/− SD of two biological replicates, whereby each measurement was made in duplicate, are shown. **B)** Mean values +/− SD of three independent experiments with biological duplicates each. For each independent experiment, Alp activity values were normalized to the average of the C2C12-pMirn0 samples treated with BMP2. **C)** Data shows calcium deposition in 24-well plates and is representative of 2 independent experiments. Mean values +/− SD of two biological replicates in one experiment, whereby each measurement was made in duplicate, are shown. *p < 0.05 when compared to the C2C12-pMirn0 sample with the same treatment. AU: arbitrary units.

The effect of miR-378 overexpression on osteogenesis was assessed by comparing alkaline phosphatase (Alp) activity in and calcium release by C2C12-pMirn0 and C2C12-pMirn378 cells after treatment with BMP2 (Figure 5B-C). The results demonstrate both an increase in Alp activity and a significant enhancement of calcium deposition by the C2C12-pMirn378 cells. In agreement with the higher expression levels of osteogenic marker genes observed in this cell-line, these results further indicate that overexpression of miR-378 enhances C2C12 BMP2-induced osteogenesis.

## Discussion

In this study we used a previously generated Pol-II ChIP-on-chip dataset to identify miRNAs that are differentially expressed during C2C12 myogenic versus osteogenic differentiation and thus possibly play a role in lineage specification. Overexpression of one of these miRNAs, miR-378, had no apparent effect on myogenesis while enhancing BMP2-induced osteogenesis, suggesting a positive role for this miRNA in the osteogenic differentiation program.

Our finding that miR-378 is strongly upregulated during C2C12 myogenic differentiation corresponds well to other reports demonstrating miR-378 upregulation during myogenesis and high levels of this miRNA in skeletal muscle [29,30]. This upregulation of mature miR-378 matches an increase in Pol-II occupancy at a region located within the first intron of the *Ppargc1b* gene, just upstream of the miR-378 gene. This Pol-II enriched area lies adjacent to an E-box containing Myod-binding region previously shown to be important for miR-378 upregulation during myogenesis [29]. Approximately a third of all miRNA genes, including miR-378, lie within introns of protein-coding genes. Such intronic miRNA genes are usually co-regulated with their host genes and subsequently processed to mature miRNAs after splicing of the pre-messenger RNAs [31]. However, the mRNA expression profile of the miR-378 host gene, *Ppargc1b*, as assessed by our microarray analysis, does not fully correspond to the mature miR-378 expression profile; while miR-378 is upregulated during myogenesis, *Ppargc1b* mRNA levels do not change (data not shown). Together with the increase in Pol-II and Myod occupancy seen at sites within the first *Ppargc1b* intron, this might suggest that miR-378 is regulated independently from *Ppargc1b* and transcribed as an independent transcript, an interesting hypothesis that requires further study.

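In control cells without BMP2, *Ppargc1b* had an AEV of 553 ± 23.6 (SD, n = 3) at d0, 737 ± 63.9 at d3 and 459 ± 35 at d6. Its log2 ratios over d0 were 0.41 (SE 0.14, adjusted p = 0.0198) and -0.27 (adjusted p = 0.131), so that neither passed the threshold and a change smaller than 0.6 remains possible. With BMP2 it fell to 190.4 ± 44.5 at d3 and 278 ± 24.3 at d6, with log2 ratios of -1.57 (adjusted p = 2.25e-09) and -0.99 (adjusted p = 2.41e-06). In C2C12-pMirn378 cells it was lower than in control cells at d6 with BMP2 (-0.70, adjusted p = 0.00153), a call that was lost without 4 of the 6 arrays left out in turn (highest adjusted p = 0.0134, at a log2 ratio of -0.63, without C2C12-pMirn0 d6 BMP2 replicate 2).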

The upregulation of miR-378 specifically during C2C12 myogenic differentiation suggests a role for this miRNA in this pathway. Indeed, a study by Gagan *et al.* has shown that miR-378 promotes C2C12 myogenesis by targeting *Msc* (musculin, also known as myogenic repressor; *MyoR*), a repressor of myogenic differentiation that inhibits Myod activity by binding to its co-activators or binding directly to Myod target sequences [29]. In addition, miR-378 has been shown to target mitogen-activated protein kinase 1 (*Mapk1*) and *Bmp2*, which are relevant to myoblast proliferation and differentiation, respectively, in pigs [30]. Similarly, miR-378 has also been shown to play a role in the repression of cardiac hypertrophy by targeting *Mapk1*, *Igf1r* (insulin-like growth factor 1 receptor), *Grb2* (growth factor receptor-bound protein 2) and *Ksr1* (kinase suppressor of ras 1), components of the MAP kinase pathway, in rat cardiomyocytes [32]. In contrast, we did not observe any significant effect of overexpression of miR-378 on C2C12 myogenesis, as assessed by the expression of several myogenic marker genes and Ck activity. The discrepancy with the work of Gagan *et al.* might be attributed to a difference in levels of miR-378 overexpression resulting from the use of different overexpression methods (transient lipofectamine transfection versus our stable lentiviral-transduced cell lines). Alternatively, since the positive effects on myogenesis seen by Gagan *et al.* were at early time points (day 1 and day 3), it is possible that overexpression of miR-378 merely accelerates myogenesis and similar maximal levels have been reached by both miR-378 overexpressing and control cells at the later time points that we investigated (day 3 and day 6). Our observation that miR-378 overexpression has no apparent effect on myogenesis does not rule out that it plays a role in this process; most likely, endogenous levels of this miRNA are sufficient for its biological function, and overexpression has no additional effect on myogenic markers.

It would, however, still be interesting to take a closer look at the genes that are downregulated by miR-378 overexpression in undifferentiated myoblasts (day 0 time point); genes that are downregulated during C2C12 myogenesis, and significantly downregulated by miR-378 overexpression in myoblasts, such as for example (data not shown) *Fgf7* (fibroblast growth factor 7), *Crlf1* (cytokine receptor-like factor 1), *Ereg* (epiregulin) and *Cck* (cholecystokinin), are potential targets of this miRNA and interesting candidates for further study on the role of miR-378 in myogenesis. 

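*Fgf7* had an AEV of 133 ± 24 (SD, n = 3) in C2C12-pMirn378 cells and 441 ± 53.4 in control cells at d0, a log2 ratio of -1.74 (SE 0.16, adjusted p = 6.54e-07). In control cells without BMP2 it went to 331 ± 46.2 at d3 and 219.7 ± 59.2 at d6, with log2 ratios over d0 of -0.42 (adjusted p = 0.0512) and -1.04 (adjusted p = 1.45e-05). *Ereg* had 666 ± 53.6 against 1029 ± 32.9 at d0 (-0.63, SE 0.11, adjusted p = 0.00186), and fell in control cells to 180.4 ± 24.1 at d6 without BMP2. *Cck* had 62.1 ± 14.1 against 224 ± 22.1 at d0 (-1.87, SE 0.34, adjusted p = 0.00234), and fell in control cells to 49.7 ± 20.7 at d3 and 38.9 ± 10.5 at d6, below the median of all values. The d0 call of *Ereg* was lost without 5 of the 6 arrays left out in turn (highest adjusted p = 0.0157, at a log2 ratio of -0.56, without C2C12-pMirn378 d0 replicate 2), and that of *Cck* without 5 of the 6 arrays left out in turn (highest adjusted p = 0.0152, at a log2 ratio of -1.71, without C2C12-pMirn378 d0 replicate 1). All 3 arrays of C2C12-pMirn378 cells lay below the 3 of control cells at d0 for each of these genes. The paper named these genes for being lower at d0 on the same arrays, so that this separation is not independent evidence.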

Unfortunately, we did not observe a significant effect of miR-378 overexpression on mRNA levels of its published targets *Msc*, *Mapk1*, *Igf1r*, *Grb2* and *Ksr1*[29,30,32]. This does not contradict the findings in these publications, since it is possible that miR-378 exerts its effect on these targets at the level of protein translation and not by inducing mRNA degradation (see below).

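At d0, *Msc*, the gene of the transcription factor musculin, had an AEV of 431 ± 30.6 (SD, n = 3) in C2C12-pMirn378 cells and 346 ± 44.6 in control cells. *Igf1r* had 860.1 ± 38.3 and 769.6 ± 48.9, *Grb2* had 1410 ± 155 and 1543 ± 198, and *Ksr1* had 173 ± 10.1 and 159.5 ± 10.1. The log2 ratios were 0.32 (adjusted p = 0.666), 0.16 (adjusted p = 0.298), -0.13 (adjusted p = 0.514) and 0.12 (adjusted p = 0.717). Without BMP2 they were 0.51, -0.16, 0.07 and 0.09 at d3, and 0.66, -0.06, -0.04 and 0.07 at d6. With BMP2, the smallest adjusted p among them was 0.0239, for *Ksr1* at d6 (log2 ratio 0.45), whose probe set (_s_at) can take signal from related transcripts. *Msc* was dim in both lines with BMP2. A list of 7 measured targets cited by the paper had a median log2 ratio of 0.16 at d0, with 0 genes called by limma (0 when adjusted over the list alone) and camera adjusted p = 0.276, where 7126 of 45101 probe sets had an unadjusted p under 0.05.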

Besides its putative role in myogenesis, we clearly demonstrate an effect of miR-378 on C2C12 bone differentiation. Our observation that miR-378 overexpression promotes C2C12 osteogenesis in the presence of BMP2, as assessed by Alp activity, calcium deposition and expression of osteogenic marker genes, was surprising considering the lack of changes in its expression level during BMP2-induced osteogenic differentiation. 

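The line difference of *Sp7* was larger with BMP2 than without by 1.55 at d3 (SE 0.29, adjusted p = 0.0019) and by 1.37 at d6 (adjusted p = 0.00602, over the threshold of 0.005, and between 3.17e-05 and 0.00703 over the alternatives to the fit). For *Vdr* it was larger by 0.83 at d3 (adjusted p = 0.00154) and 0.59 at d6 (adjusted p = 0.0241). For *Kazald1* the values were 1.01 and 0.94 (adjusted p = 0.002 and 0.00408), and for *Fgfr3* 1.00 and 0.65 (adjusted p = 0.00433 and 0.0788). At d3, leaving out 1 array in turn ended the call of *Sp7* for 6 of 12 arrays, of *Vdr* for 4, of *Kazald1* for 7 and of *Fgfr3* for 11, with the highest adjusted p = 0.0172 for *Fgfr3* without C2C12-pMirn378 d3 untreated replicate 2. At d6 it ended that of *Kazald1* for 9 of 12, up to adjusted p = 0.0156 without C2C12-pMirn378 d6 untreated replicate 2. *Alpl* (1.03 at d6, adjusted p = 0.0517) and *Dlx5* (2.47, adjusted p = 0.204) did not pass, although *Dlx5* did where values under 50 are set to 50 (1.496, adjusted p = 3.68e-06). *Col1a1* on its brighter probe set was lower in C2C12-pMirn378 cells at d3 without BMP2 (-0.91, adjusted p = 0.000127), and its interaction was 1.68 at d3 and 1.24 at d6. Without BMP2, limma called 1 of 18 bone genes lower at d3 and 0 at d6 (1 lower and 1 higher when adjusted over the list alone), at 4066 and 4797 probe sets with an unadjusted p under 0.05. For the bone list, the median without BMP2 was -0.01 at d3 and 0.005 at d6 and the mean 0.12 and -0.05, so that both pairs differ in sign, and the interaction of the list had camera adjusted p = 0.023 at d6 (0.0389 with an estimated correlation), a call that was lost without C2C12-pMirn378 d6 BMP2 replicate 1 (0.0659). At d3 the interaction was 0.0454, which was lost at adjusted p = 0.114 with an estimated correlation. At d6 without BMP2, *Alpl* (AEV 54.35 in control and 65.09 in C2C12-pMirn378 cells) and *Dlx5* (10.7 and 8.656) were below the median of all values. *Sp7* (107.2 and 87.81) and *Kazald1* (82.88 and 108.3) were little above it, and *Vdr* (223.2 and 268.8) and *Fgfr3* (277.5 and 284.5) were higher. Near background a line difference can hardly show, so for such genes the interaction cannot separate BMP2 dependence from low expression. Genes shown by the study were read from these same arrays and are not independent evidence.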

Since this effect of miR-378 overexpression is limited only to BMP2-treated cells, we believe that miR-378 on its own is not a major determinant of the osteogenic cell fate, but more likely plays a role in fine-tuning osteogenic gene expression within the BMP2-induced cellular environment.

A role for miR-378 in modulating osteogenic differentiation has previously been described by Kahai *et al.* in the context of a nephronectin (*Npnt*)-3’UTR overexpressing MC3T3-E1 osteo-progenitor cell line [33]. Npnt is an extracellular matrix protein that, when overexpressed, enhances MC3T3-E1 osteoblast differentiation. Npnt secretion depends on its glycosylation by glycosylation-associated enzymes including Galnt7 (UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 7). The 3’UTR of both *Npnt* and *Galnt7* contain a miR-378 binding site. Kahai *et al.* demonstrated that, during late stages of MC3T3-E1 development (in the presence of ascorbic acid, β-glycerophosphate and dexamethasone), stable cell lines overexpressing *Npnt* containing its 3’UTR (*Npnt-3’UTR*) have a higher rate of osteoblast differentiation and bone nodule formation than cell lines overexpressing *Npnt* without its 3’UTR; this is further enhanced by co-transfection with *miR-378*. Interestingly, co-transfection of *Npnt-3’UTR* with *miR-378* enhanced production of Npnt and promoted Npnt glycosylation. It was suggested that interaction of the *Npnt* 3’UTR with miR-378 sequestered this miRNA away from *Galnt7*, leading to enhanced Galnt7 activity, a subsequent increase in Npnt glycosylation and secretion and, as a result, a higher rate of osteogenesis. In addition, it was proposed that binding of miR-378 to the *Npnt* 3’UTR resulted in preventing access of other miRNAs, thereby protecting the *Npnt* mRNA from post-transcriptional regulation and resulting in the observed increase in Npnt synthesis [33]. In line with these findings, we observed significantly higher levels of *Npnt* mRNA in our C2C12-pMirn378 versus control cells after 6 days of osteogenic differentiation (data not shown). It would therefore be interesting to determine whether a similar Npnt/Galnt7 –mediated mechanism might also play a role in the effect miR-378 overexpression has on BMP2-induced C2C12 osteogenesis. However, the positive effect of miR-378 overexpression on MC3T3-E1 osteoblast differentiation described by Kahai *et al.* was only observed when co-transfected with *Npnt-3’UTR* and only during later stages of development. 

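*Npnt*, for nephronectin, had an AEV of 4654 ± 383 (SD, n = 3) in C2C12-pMirn378 cells and 2882 ± 113 in control cells at d6 with BMP2, a log2 ratio of 0.69 (SE 0.080, adjusted p = 4.24e-06). At d3 with BMP2 it had 10490 ± 886 against 7137 ± 229, a log2 ratio of 0.55 (adjusted p = 4e-05) that is under the minimum of 0.6. At d6 without BMP2 the log2 ratio was -0.27 (adjusted p = 0.132), and the line difference was larger with BMP2 by 0.96 (adjusted p = 1.3e-05). The other probe sets of *Npnt* had log2 ratios of 0.45 to 0.75 at d6 with BMP2, of which none was called.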

In fact, stable transfection of MC3T3-E1 cells with *miR-378* alone actually inhibited osteogenesis [33]. This is in direct contrast with our observation in BMP2-induced C2C12 cells and indicates that the effect of miR-378 may depend on the osteogenic model system used and/or the signaling pathways involved in inducing differentiation: for example, it is conceivable that miR-378 acts specifically on the BMP2 signaling pathway to positively reinforce the BMP2 effect on our C2C12 model system, while this mechanism might not play a role in the differentiation of MC3T3-E1 cells by Kahai *et al.,* which occurred in the absence of BMP2. Further exploration of the mechanism underlying the positive effect of miR-378 on our BMP2-induced C2C12 system may help shed light on this issue.

We were as yet unable to identify the genes that are directly targeted by miR-378 during BMP2-induced C2C12 osteogenesis. Most effects seen in our mRNA microarray analysis are likely to be secondary to the initial effect of miR-378, making it difficult to identify its direct target(s). Given the overall positive effect of miR-378 on the expression of osteogenic markers, and negative effect on myogenic markers, we expected the initial targeting event to take place early during the differentiation process. To identify direct miR-378 targets, we therefore selected genes *a)* that were downregulated by miR-378 overexpression early (day 0) and consistently during osteogenesis, *b)* that contained a predicted miR-378 target site in their 3’UTR and *c)* that were known to play a role in the regulation of osteoblast differentiation. This led to the selection of *Grem1, Wnt5a* and *Wnt10a* as putative targets. Grem1 is a secreted glycoprotein that binds BMP2 and prevents BMP2 signaling and activity in cells of the osteoblast lineage [34]. Targeting of *Grem1* by miR-378 could thus increase the levels of BMP2 available for inducing osteogenesis. Wnts are a family of 19 secreted glycoproteins that activate their cell surface receptors to induce specific intracellular signaling cascades controlling gene expression and play a critical role in embryonic development, postnatal development and adult tissue homeostasis [35]. Wnt signaling regulates cellular processes including proliferation, differentiation, and apoptosis through β-catenin-dependent canonical and β-catenin-independent non-canonical pathways and has been shown to play an important role in bone formation [36]. Wnt5a has been found to be the most dominant Wnt expressed during osteogenesis of human mesenchymal stem cells (hMSCs) both *in vitro* and *in vivo*[37] and Wnt5a signaling has been shown to be important for BMP2-mediated osteogenesis in MC3T3-E1 cells, though the exact signaling pathways involved remain unclear [38]. Wnt10a has also been shown to stimulate osteogenesis [39]. Given their important role in osteoblast formation, it was interesting to determine whether these Wnts were indeed targeted by miR-378 and subsequently how this could relate to the observed increase in osteogenic differentiation. However, our luciferase-reporter assay demonstrated that miR-378 did not directly target the 3’UTR of any of these selected candidates and further work is thus required to identify the mechanism by which miR-378 exerts its effect.

The imperfect complementarity that may exist between a miRNA and its target, the possibility for combinatorial regulation that depends on the presence of other miRNAs to observe an effect, and the various mechanisms by which miRNAs may act, pose a great challenge common to all studies of miRNA function. In our approach we assumed that miR-378 exerts its effect by mRNA destabilization and/or degradation, resulting in a decrease in mRNA levels of its target(s). It is possible, however, for a miRNA to have only very subtle effects on (multiple) targets that cannot be observed as a change in mRNA levels of its direct targets, or to affect protein translation without affecting mRNA levels [14,40]. In addition, miRNAs have been shown to be able to affect mRNA levels of their target genes via alternative mechanisms than binding to their 3’UTR, which would not be detected using a luciferase-3’UTR reporter assay. For instance, it has been shown that miRNAs can affect gene transcription by inducing histone modifications at target promoter sites [41]. Interestingly, a study by Gerin *et al.* has shown that miR-378 can specifically increase the transcriptional activity of Cebpa and Cebpb (CCAAT/enhancer binding protein, alpha and beta) on adipocyte gene promoters, though it could not be excluded that this was an indirect effect through e.g. inhibition of a co-repressor [42]. Given the role of Cebpb in synergizing with Runx2 to regulate bone-specific gene expression [43], it would be very interesting to investigate whether a similar mechanism underlies the effect of miR-378 on BMP2-induced osteogenesis.

So far, we have attributed the effects seen in C2C12 cells transduced with the miR-378 precursor expression construct to mature miR-378, the 3p strand of the precursor miRNA. However, it should be noted that these cells also overexpress miR-378*, the less-abundant 5p strand. Although present at 10–30 times lower levels than miR-378 (data not shown), it cannot be excluded that the effects seen are (in part) the result of miR-378* overexpression, and it would thus be interesting to also search for putative miR-378* targets within the group of affected genes.

In this study, we used our previous Pol-II ChIP-on-chip dataset to identify lineage-specific miRNA expression. Since the probes on the arrays used for this dataset were restricted to promoter sequences of protein coding genes, the results of this approach do not represent the full picture of Pol-II occupancy at all miRNA gene promoters in the genome. This could explain why several miRNAs known to be specifically upregulated during myogenesis, the so-called myomiRs (*miR-1/206* and *miR-133* families) [12], were not identified. However, our approach did provide a first means to identify several miRNAs with differential Pol-II occupancy during myogenic versus osteogenic differentiation. Most of these miRNAs, including miR-21, miR-34b/c, miR-99b, miR-365 and miR-675, have an as yet unknown role in these differentiation pathways and are thus attractive candidates for further investigation.

## Conclusions

In the present study we have identified a list of miRNAs that potentially play a role in C2C12 lineage specification and demonstrated a previously unknown role for miR-378 in enhancing BMP2-induced osteogenic differentiation. Future studies will focus on further exploring the precise function of these miRNAs during cellular differentiation, including the challenging task of identifying their targets and mechanisms of action.

## Methods

### Cell culture and treatment

Murine C2C12 myoblasts (as well as C2C12-derived stable cell lines: see below) and Human Embryonic Kidney (HEK) 293 cells (American Type Culture Collection, Manassas, VA) were maintained at subconfluent densities in DMEM (Invitrogen, Carlsbad, CA), supplemented with 10% newborn calf serum (NCS; Thermo Fisher Scientific, Waltham, MA), antibiotics (100 U/ml penicillin, 100 μg/ml streptomycin: Sigma-Aldrich, St. Louis, MO), and 2 mM L-glutamine (Invitrogen), further designated as growth medium (GM), at 37°C in a humidified atmosphere containing 7.5% CO_2_. To study C2C12 differentiation, cells were plated at 2.5 × 10^4^ cells per cm^2^ in GM and grown for 24 hours to sub-confluence. Subsequently, medium was replaced by DMEM containing 5% NCS (referred to as differentiation medium (DM)) in the presence or absence of 300 ng/ml recombinant human bone morphogenetic protein 2 (BMP2; R&D Systems, Minneapolis, MN). For calcium deposition studies, 0.2 mM ascorbate and 10 mM β-glycerophosphate were added to the DM. Medium was replaced every 3–4 days.

### Pol-II ChIP-on-chip and selection of differentially enriched microRNA genes

Generation of the RNA polymerase II (Pol-II) ChIP-on-chip dataset used in this study has been described in Hupkes *et al*. [27]. Enriched regions within 500 base pairs (bp) upstream from a miRNA transcription start site (TSS), within the miRNA gene, or up to 500 bp downstream from the gene end were assigned to that associated miRNA. MiRNA-associated active regions with an absolute average log2 fold > 0.4 of untreated over BMP2-treated Pol-II enrichment values at each time point were selected as differentially expressed during myogenic versus BMP2-induced osteogenic C2C12 differentiation.

### RNA isolation and miRNA real-time polymerase chain reaction (PCR)

RNA (including miRNA) was extracted using TRIzol® according to the manufacturer’s instructions (Invitrogen). RNA was precipitated with isopropanol and, after air-drying, dissolved in DEPC-treated H_2_O. Total RNA concentrations were quantified by measuring absorbance at 260 nm.

The TaqMan® miRNA Reverse Transcription Kit (Applied Biosystems, Carlsbad, CA), including TaqMan® stem-loop primers miR-378 and miR-365 (cat. # 4427975_002243 and 4427975_001020, respectively; TaqMan® miRNA Assays (Applied Biosystems)) and snoRNA202 (cat. # 4427975_001232; TaqMan® Small RNA Control Assays (Applied Biosystems)) were used for reverse transcription (RT) of miR-378 (3p), miR-365 (3p) and the small, non-coding control RNA snoRNA202 from 100 ng of total RNA each, according to the manufacturer’s protocol.

TaqMan® PCR primers and probes for miR-378, miR-365 and snoRNA202, included in the above-mentioned TaqMan® miRNA and small RNA Control assays, together with the TaqMan® Universal PCR Master Mix II, no uracil N-glycosylase (UNG) (Applied Biosystems) were subsequently used for quantitative PCR analysis, also according to the manufacturer’s instructions. MiR-378 and miR-365 expression levels were expressed as a percentage of the control small, non-coding RNA snoRNA202.

### Expression constructs

The lentivector-based miR-378 precursor expression construct PMIRH378PA-1 (referred to as ‘pMirn378’) and its parent lentivector pCDH-CMV-MCS-EF1-copGFP (referred to as ‘pMirn0’) were purchased from System Biosciences (Mountain View, CA). Both vectors contain an expression module for the copGFP fluorescent marker gene to enable monitoring of cells positive for transfection and transduction. MiTarget™ 3’UTR miRNA target clones were purchased from GeneCopoeia (Rockville, MD) and consisted of the *Grem1, Wnt5a* or *Wnt10a* (accession numbers NM_011824.3, NM_009524.2 and NM_009518.1 respectively) 3’UTR sequence, the miR-378 target sequence (5’-CCTTCTGACTCCAAGTCCAGT-3’; positive control) or no additional sequence (negative control) inserted in the pEZX-MT01 vector downstream of the firefly luciferase reporter gene (constructs are referred to as Grem1-luc, Wnt5a-luc, Wnt10a-luc, Pos-luc and Neg-luc, respectively). The firefly luciferase gene, driven by an SV40 promoter, resulted in the transcription of a chimeric transcript consisting of luciferase and the inserted target sequence. The pEZX-MT01 vector also contained the *Renilla* luciferase gene under the control of a CMV promoter to allow dual analysis of firefly and *Renilla* luciferase activities in individual samples. Firefly luciferase activity was thus normalized to account for potential differences in transfection efficiencies between different samples.

### Stable C2C12-pMirn cell lines

Lentiviruses were produced from pMirn378 and pMirn0 as described previously [44]. For infection, C2C12 cells were initially seeded in a 24-wells plate in GM at a density of 3.0 × 10^3^ cells per well. The next day, cells were infected for 48 hours with 800 ng of virus in GM containing 8 μg/ml of polybrene, whereby the infection medium was refreshed after 24 hours. The cells were then washed twice with GM and maintained in GM for another 24 hours. Subsequently, cells were transferred to T75 flasks and maintained in GM until a confluency of approximately 60% was reached. Finally, copGFP-positive cells were sorted by FACS, resulting in the stably transduced cell lines C2C12-pMirn0 and C2C12-pMirn378.

### Microarray processing and identification of significantly regulated genes

For mRNA expression profiling analysis, total RNA samples were purified using the RNeasy Mini Kit (Qiagen, Venlo, the Netherlands), according to the manufacturer’s RNA cleanup protocol. Quality of RNA samples was evaluated by capillary electrophoresis on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). In total, 30 RNA samples were obtained from triplicate experiments of C2C12-pMirn0 or C2C12-pMirn378 cells cultured for 0, 3 or 6 days in DM with or without 300 ng/ml BMP2. Following purification, 200 ng of total RNA were amplified, labeled, and fragmented using the GeneChip 3’ IVT Express Kit (Affymetrix, Santa Clara, CA) according to the manufacturer’s instructions. Fragmented amplified RNA (10 μg) was subsequently applied to the GeneChip Mouse Genome 430 2.0 array (Affymetrix) and hybridized for 16 hours at 45°C at 60 rpm in a GeneChip Hybridization Oven 640 (Affymetrix). Following hybridization, the arrays were washed and stained with a GeneChip Fluidics Station 450 (Affymetrix) using the Affymetrix Hybridization Wash Stain (HWS) kit. The arrays were laser scanned with a GeneChip Scanner 3000 7G (Affymetrix). Data was saved as raw image file and quantified using Affymetrix GeneChip Command Console v 1.0 (Affymetrix). These data were imported to R 2.4.1 using the Bioconductor (http://www.bioconductor.org) Affymetrix package. The model-based Robust Multiarray Average (RMA) algorithm was used to generate the probe set summary based on the full annotation on gene level and normalization was done according to the quantile method. To identify genes that are differentially expressed in C2C12-pMirn378 versus C2C12-pMirn0 samples, expression ratios were calculated for each time point and treatment using the Limma algorithm in R, applying moderated t-tests. A similar approach was taken to identify genes that are up- or downregulated during differentiation of C2C12-pMirn0 cells, whereby expression ratios were calculated for each time point during each treatment versus the d0 base line value. To correct for multiple hypothesis testing, the q value [45] was calculated for each p value using Benjamini-Hochberg correction, indicating the significance of the corresponding ratio.

Genes with a q value < 0.005 and an absolute log2 expression ratio between C2C12-pMirn378 and C2C12-pMirn0 > 0.6 were considered to be significantly differentially expressed at the corresponding time point and treatment. Genes with a q value < 0.005 for the d6 vs d0 time point and an average log2 expression ratio of the d3 vs d0 and d6 vs d0 time points < −0.6 or > 0.6 for the same treatment were considered to be significantly down- or upregulated, respectively, during that particular treatment. Results are listed in Additional file 2. In addition, raw and processed microarray data were submitted to the U.S. National Center for Biotechnology Information Gene Expression Omnibus (GEO) database (GSE51883). The Web-based platform DAVID Bioinformatics Resources [46] was used to identify enriched Gene Ontology (GO) terms of the biological process category [47] in the sets of significantly differentially expressed genes relative to all probes represented on the array, whereby a p value < 0.01 was considered a significant enrichment.

### Target prediction

TargetScan version 4.0, PITA, DIANA, PicTar, FINDTAR3 and Miranda databases were used to identify potential miR-378 target sites in genes that were downregulated in C2C12-pMirn378 cells as compared to C2C12-pMirn0 cells.

### Transfections and luciferase reporter assays

HEK293 cells were seeded in 24-well plates in GM and medium was refreshed after 24 hours. One hour prior to transfection, medium was replaced by GM lacking antibiotics. 3’UTR miRNA target clones (0.4 μg) were subsequently co-transfected with pMirn0 or pMirn378 (0.4 μg) using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instructions. After 5 hours of incubation with transfection reagents, medium was replaced by GM. Twenty-four hours later, firefly and *Renilla* luciferase activities were measured from the same samples using the LucPair™ miR Duo-Luciferase Assay Kit according to the manufacturer’s instructions (Genecopoeia). Firefly luciferase activity was then normalized for transfection efficiency using the *Renilla* luciferase activity in the same sample. Normalized luciferase values are presented as percentage of the control samples co-transfected with the Neg-luc vector.

### Creatine kinase assay

Creatine kinase (Ck) enzymatic activity was measured in cell lysates using the EnzyChrom™ Creatine Kinase Assay Kit (ECPK-100, BioAssay Systems, Hayward, CA) according to the manufacturer’s protocol. Cell lysates were obtained from cells seeded in 48-well plates: cells were washed twice with PBS, lysed by incubation in 50 μl lysis buffer (Promega, Madison, WI) on ice for 10 minutes, scraped loose and spun down to remove cellular debris. Supernatant was then collected and diluted 2.5 times in H_2_O, of which 10 μl was used for each Ck measurement. Results of the Ck assay were normalized for protein content, as measured using the Bio-Rad Protein assay (Bio-Rad, Hercules, CA) according to the manufacturer’s protocol (“Microassay Procedure for Microtiter Plates”) and thus expressed as ‘arbitrary units (AU)’. Samples were diluted such that absorbance at 595 nm for each sample fell within the linear range of a bovine serum albumin (BSA) standard curve.

### Alkaline phosphatase and mineralization assays

Alkaline phosphatase (Alp) enzymatic activity was measured as described previously [48] and normalized for neutral red staining to correct for potential differences in cell number [49].

Calcium deposition in the extracellular matrix (calcium release) was measured as described by Piek *et al.*[44].

### Statistical analysis

For miRNA real-time PCR analysis, Ck, Alp, calcium and luciferase assays, Student’s 2-tailed *t* test was used to compare miR-378-overexpressing samples with their controls whereby a difference with p < 0.05 was considered significant.

### Availability of supporting data

The raw and processed microarray data sets supporting the results of this article are available in the NCBI GEO repository, GSE51883, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51883.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MH conceived of the study, participated in its design and coordination, carried out part of the molecular and cellular studies and drafted the manuscript. AS participated in the design, carried out the luciferase assays, helped to draft the manuscript and performed the statistical analysis. JH carried out the miRNA qPCR studies. JvZ and KD participated in the design and coordination of the study and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Microarray expression profiles of control C2C12-pMirn0 cells. mRNA expression profiles of A) the muscle transcription factors myogenin (*Myog;* 1419391_at) and myocyte enhancer factor 2C (*Mef2c;* 1421027_a_at) and other muscle marker genes muscle creatine kinase (*Ckm;* 1417614_at), the acetylcholine receptor subunit gamma (*Chrng;* 1449532_at) and the sarcomeric genes fast troponin C2 (*Tnnc2;* 1417464_at) and actinin alpha 3 (*Actn3;* 1418677_at), B) the osteogenic transcription factors Sp7 transcription factor 7 (*Sp7;* 1418425_at), distal-less homeobox 5 (*Dlx5;* 1449863_a_at) and runt-related transcription factor 2 (*Runx2;* 1424704_at), and other osteogenic marker genes alkaline phosphatase (*Alpl;* 1423611_at), bone gamma-carboxyglutamate (gla) protein (*Bglap;* 1449880_s_at) and vitamin D receptor (*Vdr;* 1418175_at) and C) the cell-cycle regulators cyclins A2 (*Ccna2;* 1417910_at*)* and B1 (*Ccnb1;* 1419943_s_at), cell division cycle 7 (*Cdc7;* 1426002_a_at) and 20 (*Cdc20;* 1416664_at) and the cyclin-dependent kinases 1 (*Cdk1;* 1448314_at) and 4 (*Cdk4;* 1422441_x_at) at indicated time points during differentiation of C2C12-pMirn0 cells treated with (diamonds) or without (circles) 300 ng/ml BMP2 as revealed from microarray analysis. Mean expression values +/− SD from triplicate microarray experiments are shown for all data points. When the error bar is not visible, the SD falls within the printed data point. All SD values are, however, listed in Additional file 2. AEV = average expression value. Click here for file

Additional file 2: Table S1 Results of mRNA expression profiling. Gene expression profiling results, listing normalized values in C2C12-pMirn0 and C2C12-pMirn378 cells after 0 (d0), 3 (d3) and 6 (d6) days of treatment with or without 300 ng/ml BMP2 as average and standard deviation of three biological replicates, including q values for indicated combinations. Genes that are significantly up- or downregulated during myogenic (column AF) and osteogenic (column AG) differentiation of C2C12-pMirn0 control cells are indicated with ‘SU’ and ‘SD’, respectively, in the appropriate columns. Genes that are significantly up (SU)- or downregulated (SD) in C2C12-pMirn378 cells as compared to C2C12-pMirn0 cells during myogenesis (column AH (SD) and AI (SU)) or osteogenesis (column AJ (SD) and AK (SU)) are grouped into 7 groups; 1-significant difference only on d0; 2-significant difference only on d3; 3-significant difference only on d6; 4-significant difference on d0 and d3; 5-significant difference on d3 and d6; 6-significant difference on d0 and d6; 7-significant difference on d0, d3 and d6. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

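The transcriptome of C2C12-pMirn378 and control C2C12-pMirn0 cells was measured on Affymetrix GeneChip Mouse Genome arrays at d0, d3 and d6, with BMP2 at 300 ng/ml or without it. The paper states that the scans were quantified with the Affymetrix Command Console. It gives R 2.4.1 with RMA for the summary per probe set and quantile normalization, which was not checked on the values. The deposited unit is an intensity on the linear scale, 1 value per probe set and array, without detection calls. The linear scale was checked on the values and on a part of Additional file 2, the first 1532 of its 45101 lines, whose averages and standard deviations differ from those computed here by at most 0.00049%. Of all values, 5512 (0.407%) lie under 1, and the median on the log2 scale is 6.257.

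Each array was assigned to its line, day, treatment and replicate number by its label, and all 30 arrays entered 1 fit, apart from the alternatives below. Probe sets were named through the platform table, in which 34958 carry 1 gene symbol, 932 carry several and 9211 carry none. For 34754 of them the Entrez number was found in the mouse gene table of the reference, and 0 symbols changed through it. Gene counts and gene lists use the probe sets with 1 symbol, and for lists each of 18194 genes is represented by its probe set with the highest mean over the 30 arrays. A gene named in the paper was read from the probe set that the paper gives where it gives one. Exceptions are the line difference of *Cdc20*, read from its _x_at probe set, and *Col1a1* where its brighter probe set is named.

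The fit used limma 3.58.1 in R 4.3.3 with the group means of the 10 groups, contrasts and eBayes, which estimated 1.2 prior degrees of freedom. Contrasts were d3 and d6 against d0 in control cells under each treatment, the 5 differences between the lines, and the interaction of line and BMP2 at d3 and at d6. P-values were adjusted by Benjamini-Hochberg within each contrast, and a line difference or interaction was called at an adjusted p under 0.005 and an absolute log2 ratio above 0.6, the thresholds of the paper. Control differentiation was called where the adjusted p of d6 over d0 was under 0.005 and the mean of the log2 ratios of d3 and d6 was above 0.6 or below -0.6. A consistent line difference is a call in the same direction at d0 and d3 or at d3 and d6 of one treatment, as in the paper. The 22 gene lists, written from general knowledge, were tested with camera at an inter-gene correlation of 0.01 on the representative probe sets, with adjustment over the lists within a contrast, and again with the correlation estimated from the data. With the estimated correlation the following calls hold: muscle structure in control cells at d6 without BMP2 and between the lines at d6 with BMP2, the myogenic regulators in control cells at d6 under both treatments, between the lines at both days with BMP2 and in both interactions, and bone and BMP signaling in control cells at d6 with BMP2. Also held are bone between the lines at d6 with BMP2 and in the interaction at d6, cell cycle in control cells at d6 under both treatments, between the lines at d3 under both treatments and at d6 without BMP2 and in both interactions, and BMP signaling and extracellular matrix between the lines at d3 without BMP2. Wnt signaling and the lists of unfolded protein and amino acid stress, cholesterol and mitochondrial energy in control cells at d6 with BMP2, the unfolded protein list between the lines at d3 with BMP2, and cholesterol between the lines at d3 under both treatments hold as well. So do hypoxia between the lines at both days with BMP2 and in the interaction at d6, and smooth muscle in the interaction at d6, and the other camera calls between the lines, in the interactions and in control cells at d6 were lost. Fisher's exact test, two-sided, compared the lists with the called genes, and Pearson correlations across genes compared the line difference with the BMP2 response of control cells on arrays of another day.

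Genes were named by a rule: every gene that the paper names for the arrays, the 10 with the largest rise and the 10 with the largest fall for the line difference at d3 and d6 with BMP2 and for control differentiation, 5 and 5 for the other line differences and the interactions, and from each list the 4 members with the smallest adjusted p and those against the direction of the list. For the ranked parts only called probe sets count that name 1 gene, do not end in _x_at and show no overlap between the arrays compared, and the passages name part of the genes that the rule gives. The values in the paper had been seen when the rule was written.

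Alternatives were a replicate block, a filter on dim probe sets, only the groups of a comparison in the fit (for consecutive time points, the 6 groups they draw on), eBayes with trend and robust estimation, array weights, scaling by the median of the probe sets at or above the median level, an offset of 16 before log2, a looser threshold, other probe sets of a gene, the mean of all probe sets per gene and lists without the genes that the paper picked, and leaving out each array, and 2 more were added later. The calls were also tested on simulated data with the spread of these arrays, with changes set in the line difference at d6 with BMP2. The number of arrays per group limits the precision, and all calls rest on 3 replicate cultures of 1 transduced line each. Quantitative PCR, reporter assays, chromatin data and enzyme and calcium measurements were not analysed here, sites for miR-378 in 3'UTRs were not analysed here, and some genes are not reported here.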

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

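All tests in this part were chosen only after the results were seen, apart from the interaction tests and the tests of the gene lists on all arrays. The difference between the lines depended on BMP2 for 560 probe sets at d3 and 575 at d6, by the test of the interaction itself. Other splits of the arrays were tried, 100 in all at each day. At d3, 10 of them called as many, the real one included, with up to 1550 in another split, so that chance is not excluded there. At d6, 2 of 100 called as many, with up to 695 in another split. This share does not exclude chance for the interaction itself, since most splits broke up the line difference with BMP2. The large counts came from splits that kept the division of the BMP2 arrays by line or its mirror image, 11 at d3, of which 9 were as large, and 12 at d6, of which 1 was as large. Splits that did not keep it called at most 13 and 16, so a split with several times the real count points to a structure of the samples, the line difference with BMP2. Where only the 4 groups of the interaction entered the fit, 57 and 93 probe sets were called.

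List by list, the interaction was called at d3 for the myogenic regulators, with a mean of -0.193 (log2; camera adjusted p = 0.00779, 0.036 with an estimated correlation; 0 genes higher and 2 lower, 0 and 2 when adjusted over the list alone), and for cell cycle, with a mean of 0.547 (5.98e-13 and 0.036; 12 higher and 1 lower, 16 and 1 when adjusted over the list alone). At d6 it was called for the regulators at -0.484 (3e-05 and 0.00182; 0 higher and 4 lower, 0 and 5 when adjusted over the list alone), bone at 0.380 (0.023 and 0.0389; 1 higher and 0 lower, 2 and 0 when adjusted over the list alone), cell cycle at -0.590 (1.35e-14 and 0.0134; 0 higher and 5 lower, 0 and 12 when adjusted over the list alone), smooth muscle at 0.539 (0.000212 and 0.0389; 1 higher and 0 lower, 2 and 0 when adjusted over the list alone) and hypoxia and glycolysis at 0.052 (0.000212 and 0.00353; 1 higher and 0 lower, 1 and 0 when adjusted over the list alone). Beside these counts of 0 by limma, 6618 and 6921 of all probe sets had an unadjusted p under 0.05 at d3 and d6. The median of hypoxia and glycolysis was 0.28, and its smaller mean goes with 1 gene far below the others, *Car9* (-3.07, adjusted p = 0.0665, and -0.947 where values under 50 are set to 50), chosen here after its value was seen, and bone and smooth muscle had medians of 0.21 and 0.49. The interaction of the cell cycle list thus had opposite signs at d3 and d6, without a test between the days. Leaving out 1 array moved the smooth muscle mean to 0.331 without C2C12-pMirn0 d6 BMP2 replicate 1 and to 0.830 without C2C12-pMirn0 d6 untreated replicate 1, and its call with an estimated correlation was lost for 6 of 12 arrays (adjusted p up to 0.0714): at d6 without BMP2 C2C12-pMirn0 replicates 2 and 3 and C2C12-pMirn378 replicates 2 and 3, and with BMP2 replicate 1 of either line. Bone lost its call without C2C12-pMirn378 d6 BMP2 replicate 1 (0.323, camera adjusted p = 0.0659), and with an estimated correlation it was lost for 6 of 12 arrays (up to 0.0802): without BMP2 C2C12-pMirn0 replicate 1 and C2C12-pMirn378 replicates 2 and 3, and with BMP2 C2C12-pMirn0 replicates 2 and 3 and C2C12-pMirn378 replicate 1. Regulators at d3 moved to -0.127 without C2C12-pMirn0 d3 untreated replicate 3, and their call and that of cell cycle at d3 with an estimated correlation were each lost for 4 of 12 arrays (up to 0.0688): C2C12-pMirn0 replicates 2 and 3 without BMP2, C2C12-pMirn378 replicate 3 with BMP2, and without BMP2 C2C12-pMirn378 replicate 1 for the regulators and 3 for cell cycle. The hypoxia mean ranged from 0.005 (without C2C12-pMirn378 d6 BMP2 replicate 3) to 0.140 (without its replicate 1), with 0.010 without its replicate 2, 0.016 without C2C12-pMirn0 d6 BMP2 replicate 1 or C2C12-pMirn378 d6 untreated replicate 2, and 0.087 without C2C12-pMirn0 d6 BMP2 replicate 3 or C2C12-pMirn378 d6 untreated replicate 1, and its calls held.

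Lists that the paper does not discuss for the line difference also differed. Without BMP2, the mean of the cell cycle list was higher in C2C12-pMirn378 cells by 0.650 at d3 (camera adjusted p = 1.85e-42, 0.000109 with an estimated correlation; 16 of 33 genes higher and 0 lower, 18 and 0 when adjusted over the list alone) and by 0.351 at d6 (4.8e-17 and 0.0203; 2 higher and 0 lower, 2 and 0 when adjusted over the list alone), and that of cholesterol synthesis by 0.374 at d3 (1.91e-12 and 0.00191; 0 of 13 genes called, 2 and 0 when adjusted over the list alone). Beside these counts of 0 by limma, 4066 and 4797 of all probe sets had an unadjusted p under 0.05 at d3 and d6, and 9776 and 8345 with BMP2. With BMP2 at d3, the mean was 1.197 for cell cycle (5.39e-30 and 0.00101; 24 higher and 1 lower, 24 and 1 when adjusted over the list alone), 0.628 for cholesterol synthesis (2.84e-10 and 0.0053; 7 higher and 0 lower, 7 and 0 when adjusted over the list alone), -0.445 for unfolded protein and amino acid stress (0.00251 and 0.0394; 0 of 15 higher and 6 lower, 0 and 6 when adjusted over the list alone) and 0.223 for hypoxia and glycolysis (0.0189 and 0.0394; 1 higher and 1 lower, 1 and 1 when adjusted over the list alone). Hypoxia and glycolysis was also higher at d6 with BMP2, by 0.112 (0.00122 and 0.0109; 2 of 15 genes higher and 0 lower, 2 and 0 when adjusted over the list alone). Leaving out 1 array moved that mean to 0.200, 0.070 and 0.065 without C2C12-pMirn378 d6 BMP2 replicates 1, 2 and 3. With an estimated correlation, the call of cell cycle at d6 without BMP2 was lost without C2C12-pMirn0 replicate 3 (0.0533) or C2C12-pMirn378 replicate 3 (0.0643). At d3 with BMP2 the stress call was lost without C2C12-pMirn0 replicate 1 (0.0516) or 3 (0.0507) or C2C12-pMirn378 replicate 3 (0.0541), and the hypoxia call without C2C12-pMirn0 replicate 3 (0.0573) or C2C12-pMirn378 replicate 3 (0.0576). For these lists, apart from hypoxia and glycolysis at d6, the means of the 3 arrays of one line did not overlap those of the other, which chance gives in 10% of cases. At d3 with BMP2 *Birc5* had 2355 ± 38.4 against 392 ± 52.6 (log2 ratio 2.60, SE 0.11, adjusted p = 2.67e-12) and *Fdps*, an enzyme gene of sterol synthesis, 4009 ± 523 against 1642 ± 216 (1.29, adjusted p = 8.1e-08), while *Ccnd1* was lower (-0.87) and *Ddit3*, a stress gene, was lower (-1.32).

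Cell cycle genes were higher in C2C12-pMirn378 cells at d3 under both treatments. A difference in proliferation already present at d0 was argued against by a mean line difference of the list of 0.037 at d0 (SE 0.020). RNA quality as a cause common to both treatments was argued against by the *Gapdh* 3' over 5' ratio. Its line difference was 0.079 with BMP2 and -0.032 without, 0.111 apart (SE 0.027), while the cell cycle genes were higher under both. That of *Actb* was 0.035 with BMP2 and -0.016 without (exact permutation p = 0.1 and 0.7). With BMP2 both ratios were higher, and the cell cycle difference was larger there (1.197 against 0.650). A contribution of RNA quality with BMP2 thus stays open. A lag of the whole culture stays open: without BMP2 the muscle structure mean did not differ at d3 (-0.016, SE 0.051), but in control cells it stood 2.884 above d0 at d3 and 2.970 at d6, so that a lagging culture could have reached the same level by d3. With BMP2 at d3 the lists went both ways. Muscle structure (-0.393, SE 0.083) and bone (0.251, SE 0.027) lay further from the d0 level of control cells than control cells did. Cholesterol synthesis (0.628, SE 0.068) and unfolded protein and amino acid stress (-0.445, SE 0.046) lay closer to it. Culture density and a difference between the 2 transduced pools remain open as well, because each line is 1 pool and density was not used here, and a later exit from the cell cycle under miR-378 may be a biological explanation, untested here.

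Muscle structure genes were lower in C2C12-pMirn378 cells at d6 with BMP2. A candidate explanation is a stronger response to BMP2 across genes: over the genes called for the BMP2 response, the line difference at d6 correlated with the response of control cells at d3 at r = 0.339, from arrays of different days. The same correlation was 0.24 for the line difference at d6 without BMP2. That of the line difference at d3 with BMP2 with the response at d6 was -0.107. Over all 18194 genes these correlations were weaker, at 0.154, 0.0672 and -0.0664 in the same order. A positive correlation is thus neither limited to BMP2 nor present at both days, and genes are not independent of each other. The muscle structure genes were not left out of these correlations. The correlations can thus rest in part on the genes to be explained, and they cannot decide this explanation. Scaling between arrays, which would move all genes of an array alike, was argued against by the list being lower than all other genes (camera adjusted p = 1.6e-20, and 0.0135 with an estimated correlation). A stronger immediate BMP signal stays open. It was read from 5 genes that were higher with BMP2 than without it in control cells at d6. Their mean line difference at d6 with BMP2 was -0.031 (SE 0.030). They went both ways, with *Id1* at 0.22 (adjusted p = 0.0485), *Smad6* at 0.19 (0.554), *Id3* at 0.07 (0.699), *Smad7* at -0.015 (0.977) and *Id2* at -0.63 (0.000428). At d3 with BMP2 *Id1* (0.37, adjusted p = 0.000512), *Id3* (0.395, 0.000636) and *Smad6* (0.47, 0.031) were higher, *Smad7* was at 0.08 (0.828) and *Id2* was lower (-0.475, 0.00399). Of these 10 line differences only *Id2* at d6 was past the minimum fold, and it fell short of it without C2C12-pMirn0 replicate 1 (-0.59) or C2C12-pMirn378 replicate 1 (-0.58). RNA quality stays open: the 3' over 5' ratio of *Actb* was lower in C2C12-pMirn378 cells by 0.074 (exact permutation p = 0.1, the lowest possible) and that of *Gapdh* higher by 0.048 (0.5), so that they were -0.122 apart (SE 0.063). The pool of transduced cells stays open as well.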

How the results depend on the processing

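The alternatives with values under 50 set to 50 and with limma on the linear values were chosen only after the data were seen, as was leaving out arrays for the interaction of the lists, and the other alternatives before. With 3 arrays per group, a number that was not varied, the share of simulated changes recovered depended on signal over background. Of changes of 0.8 to 2 on the log2 scale at d6 with BMP2, 24% to 62% were recovered over all probe sets. Of those of 1 to 2, 82.1% to 96.4% were recovered at or above the median level, with 0 of the unchanged probe sets called by limma. Same-numbered arrays showed little pairing on average: their residuals correlated at 0.04 against -0.02 for other numbers. Every such correlation was above 0.1 in 1 of 45 pairs of groups and in 0 of 5 line comparisons, and the lowest was -0.168. That 1 pair was C2C12-pMirn378 d6 untreated and d6 BMP2, with a mean of 0.168 and a lowest value of 0.153. Both of its groups enter the interaction at d6, so some pairing is not excluded there. With the replicate block, 34 probe sets were lower at 2 consecutive time points without BMP2 and 171 were higher with it.

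All 20 counts stayed within 1.5 times their value with the replicate block, array weights, scaling and the offset of 16, and all but 1 with the filter and with trend and robust eBayes, which gave 16 and 17 probe sets higher at 2 consecutive time points without BMP2. Over these 6 alternatives the line counts with BMP2 ran from 647 to 730 lower and 725 to 775 higher at d3 and from 382 to 407 lower and 427 to 497 higher at d6, and the interaction from 549 to 737 at d3 and 554 to 740 at d6. An adjusted p under 0.05 without a minimum fold, which is looser by construction, gave 7383 up and 9306 down without BMP2 and 7524 up and 7601 down with it in control cells, 866 lower and 664 higher at d0, 251 and 283 at d3 and 98 and 276 at d6 without BMP2, 2711 and 2470 at d3 and 1608 and 1694 at d6 with it, 118 and 65 at 2 consecutive time points without and 906 and 869 with BMP2, and 1762 and 1755 for the interaction. With only the 2 groups of each line comparison in limma, all 10 line counts were 0, with fewer arrays to estimate the spread (4 residual degrees of freedom), while at adjusted p under 0.05 there were 0 at d0, 0 and 0 without BMP2, and 1311 and 472 with BMP2, and at an unadjusted p under 0.05 the counts were 5519, 3432, 3990, 8329 and 7080. These fits would give 0 at consecutive time points as well, and the counts there come from fits of the 6 groups without or with BMP2, which gave 3 probe sets higher without BMP2 and the other 3 counts within 1.5 times. The 4 groups of the interaction gave 57 and 93, and the 4 counts of control differentiation, from 3 groups, stayed within 1.5 times. Values under 50 set to 50 gave 300 higher at d0, 150 lower at d3 and 94 lower and 99 higher at d6 without BMP2, 58 lower and 19 higher at 2 consecutive time points without BMP2, 264 higher with it, and 888 and 928 for the interaction. Limma on the linear values gave 96 lower and 410 higher at d0, 37 higher at d3 and 90 lower at d6 without BMP2, 21 lower and 5 higher at 2 consecutive time points without BMP2, and 845 for the interaction at d3. For these changes the cause was not tested, apart from the looser threshold and the fewer arrays.

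Leaving out 1 array moved 6 of the 20 counts by more than 1.5 times. Higher at d0 ranged from 47 to 107 (69 and 73 without C2C12-pMirn0 replicates 2 and 3, 74 and 47 without C2C12-pMirn378 replicates 2 and 3). Without BMP2, lower at d3 ranged from 53 (without C2C12-pMirn0 replicate 2) to 76, higher at d3 from 60 to 97 (60 and 68 without C2C12-pMirn378 replicates 1 and 3), lower at d6 from 13 to 21 (13, 14 and 13 without C2C12-pMirn0 replicates 1, 2 and 3, 15 without C2C12-pMirn378 replicate 2), and higher at d6 from 24 to 43 (24 without C2C12-pMirn0 replicate 1, 25, 31 and 31 without C2C12-pMirn378 replicates 1, 2 and 3). Higher at 2 consecutive time points without BMP2 ranged from 4 to 13 (5 without C2C12-pMirn0 d6 replicate 1 or 2, 4 and 6 without C2C12-pMirn378 d6 replicates 1 and 3). The line counts with BMP2 ranged from 547 to 633 and 611 to 666 at d3 and from 323 to 384 and 340 to 478 at d6, and those of the interaction from 427 to 547 and 450 to 572.

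Of the muscle structure, bone and cell cycle lists, the line difference kept its direction and its side of 0.05 with the replicate block, the filter, array weights and scaling in all 12 comparisons. With the estimated correlation, muscle structure lost its call at d6 without BMP2 (mean -0.263, adjusted p = 0.0944; 8.85e-14 to 0.0944 over the alternatives) and at d3 with BMP2 (-0.393, 0.468; 0.000833 to 0.468), and cell cycle at d6 with BMP2 (-0.239, 0.216; 0.000241 to 0.216). Bone at d3 with BMP2 gained a call with the offset of 16 (0.315, 0.0321) and with the mean of all probe sets per gene (0.277, 0.00715), where the alternatives ran from 0.00715 to 0.913. Bone at d6 with BMP2 lost it without the genes that the paper picked (0.023, 0.845; 0.00168 to 0.845) and ranged from 0.275 to 0.436 when 1 array was left out (adjusted p = 0.0098 to 0.0716, the highest without C2C12-pMirn378 replicate 1). The mean interaction of bone at d6 ranged from 0.323 (without C2C12-pMirn378 d6 BMP2 replicate 1, adjusted p = 0.0659, call lost) to 0.484 when 1 array was left out. The cause was not tested for any of these lists. The correlation across genes of the line difference at d6 with the BMP2 response at d3 moved from 0.154 to 0.293 over probe sets at or above the median level and 0.339 over the genes called for the BMP2 response, and that of d6 without BMP2 from 0.0672 to 0.184 and 0.24. The correlation of d3 without BMP2 with the response at d6 was 0.000296 over the called genes, against -0.00593 over all.

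Of 252 named pairs of gene and comparison, 182 were called, and 162 of those stayed called whichever array was left out. The replicate block ended 2 calls and added 1, trend and robust eBayes added 4, array weights 3, the filter 4 and the offset of 16 5, with none ended by these 4, and the filter left 36 pairs without a value. Only the groups of the comparison ended 81, values under 50 set to 50 ended 6 and added 8, limma on the linear values ended 23 and added 15, and another probe set fell short in 58 comparisons. Other probe sets of the same gene, those of *Chrng*, *Tnnt2* and *Wnt5a* dim, went against the direction of 8 genes, none of them called: *Car8* -1.03 at d6 without BMP2, *Dscc1* -0.31 at d3 without BMP2, *Chrng* -0.46 in control cells at d6 without BMP2, *Tnnt2* 0.87, *Wnt5a* 1.235 and *Wnt9a* -0.54 for the line difference at d3 with BMP2, *Wnt5a* -0.23 in control cells at d3 with BMP2, *Lef1* 0.037 for the line difference at d6 with BMP2 and *Fgfr3* -0.07 for the interaction at d3. Scaling moved the median of all probe sets by at most 0.08 (log2), at d3 with BMP2 in control cells, where it lowered *Myog* to a called -0.63. The test of miR-378 seed sites, with its 6-mer and 8-mer alternatives, was not run, because sequences of 3'UTRs were not used here.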

Differences from the paper's values

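The alternatives with values under 50 set to 50 and with limma on the linear values were chosen after seeing the values, and Additional file 2 is in hand only in part, so how many of the paper's own called probe sets they drop was not counted. All counts are at the thresholds that the paper states, apart from those of the looser threshold. For probe sets lower at 2 consecutive time points without BMP2 the paper gives 53, and 33 were found here. Of the alternatives set before the data were examined, the filter on dim probe sets (44), trend and robust eBayes (42) and the offset of 16 (43) come within 1.5 times of the paper's value, and the replicate block (34), array weights (33), scaling (34), the looser threshold (118) and only the 6 groups without BMP2 (24) do not, while values under 50 set to 50, chosen after seeing the values, gave 58, and limma on the linear values gave 21. For those higher with BMP2 the paper gives 286, and 171 were found. The offset of 16 (193) comes within 1.5 times, and the replicate block (171), the filter (187), trend and robust eBayes (184), array weights (182), scaling (170), the looser threshold (869) and only the 6 groups with BMP2 (171) do not, while the 2 alternatives chosen after seeing the values gave 264 and 253. Fits of the 2 groups of each line comparison called 0 probe sets by limma and so give 0 for these counts and the parts below (unadjusted p under 0.05 for 3432 to 8329).

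For parts of the Venn diagrams, where the paper prints numbers that were read from the figure, the alternatives set before the data were examined come first in each sentence. Lower at d6 only without BMP2 were 12 here and about 36 in the paper's Fig. 2B, read by eye, with the looser threshold (50) within 1.5 times and the replicate block (16), the filter (11), trend and robust eBayes (15), array weights (12), scaling (12), the offset of 16 (17) and only the 6 groups of the treatment (5) not, and values under 50 set to 50 (63) and limma on the linear values (73) not. Higher at d0 only without BMP2 were 117 here and about 460 in the paper's Fig. 2C, read by eye, with the looser threshold (644) within 1.5 times and the replicate block (112), the filter (157), trend and robust eBayes (132), array weights (99), scaling (121), the offset of 16 (144) and only the 6 groups of the treatment (35) not, and, chosen after seeing the values, limma on the linear values (407) within and values under 50 set to 50 (297) not. Higher at d3 and d6 without BMP2 were 9 here and about 4 in the paper's Fig. 2C, read by eye, with none of those alternatives within 1.5 times (the replicate block 10, the filter 14, trend and robust eBayes 15, array weights 9, scaling 7, the offset of 16 9, the looser threshold 56 and only the 6 groups of the treatment 2), and, chosen after seeing the values, limma on the linear values (3) within and values under 50 set to 50 (17) not. Lower at d0 only with BMP2 were 167 here and about 110 in the paper's Fig. 3A, read by eye, with the replicate block (164), array weights (150), scaling (164), the offset of 16 (150) and only the 6 groups of the treatment (101) within 1.5 times and the filter (175), trend and robust eBayes (188) and the looser threshold (611) not, and, chosen after seeing the values, values under 50 set to 50 (164) and limma on the linear values (77) within. Higher at d0 only with BMP2 were 104 here and about 430 in the paper's Fig. 4A, read by eye, with the looser threshold (520) within 1.5 times and the replicate block (99), the filter (142), trend and robust eBayes (118), array weights (85), scaling (108), the offset of 16 (133) and only the 6 groups of the treatment (63) not, and, chosen after seeing the values, limma on the linear values (387) within and values under 50 set to 50 (275) not. Lower at d3 and d6 without BMP2 were 4 here and about 21 in the paper's Fig. 2B, read by eye, with the looser threshold (26) within 1.5 times and the replicate block (4), the filter (6), trend and robust eBayes (5), array weights (4), scaling (4), the offset of 16 (7) and only the 6 groups of the treatment (2) not, and, chosen after seeing the values, values under 50 set to 50 (24) and limma on the linear values (16) within. Lower at d0 and d6 without BMP2 were 3 here and about 5 in the paper's Fig. 2B, read by eye, with the filter (5), trend and robust eBayes (4), array weights (4), scaling (4), the offset of 16 (4) and the looser threshold (6) within 1.5 times and the replicate block (2) and only the 6 groups of the treatment (2) not, and, chosen after seeing the values, values under 50 set to 50 (4) within and limma on the linear values (1) not. Higher at d0 and d3 with BMP2 were 2 here and about 6 in the paper's Fig. 4A, read by eye, with none of those alternatives within 1.5 times (the replicate block 2, the filter 3, trend and robust eBayes 2, array weights 2, scaling 2, the offset of 16 2, the looser threshold 39 and only the 6 groups of the treatment 0), and, chosen after seeing the values, values under 50 set to 50 (5) and limma on the linear values (8) within. Higher at d3 and d6 with BMP2 were 167 here and about 280 in the paper's Fig. 4A, read by eye, with the offset of 16 (189) within 1.5 times and the replicate block (167), the filter (182), trend and robust eBayes (180), array weights (178), scaling (166), the looser threshold (786) and only the 6 groups of the treatment (169) not, and, chosen after seeing the values, values under 50 set to 50 (256) and limma on the linear values (241) within. Higher at d0 and d6 with BMP2 were 10 here and about 19 in the paper's Fig. 4A, read by eye, with none of those alternatives within 1.5 times (the replicate block 10, the filter 12, trend and robust eBayes 12, array weights 11, scaling 10, the offset of 16 9, the looser threshold 61 and only the 6 groups of the treatment 10), and, chosen after seeing the values, values under 50 set to 50 (17) within and limma on the linear values (11) not. Higher at d0, d3 and d6 with BMP2 were 2 here and about 4 in the paper's Fig. 4A, read by eye, with none of those alternatives within 1.5 times (the replicate block 2, the filter 2, trend and robust eBayes 2, array weights 2, scaling 2, the offset of 16 2, the looser threshold 44 and only the 6 groups of the treatment 2), and, chosen after seeing the values, values under 50 set to 50 (3) and limma on the linear values (4) within. Lower at d0 and d6 with BMP2 were 3, which matches the number in the figure.

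Among genes, the paper marks *Dlx5*, *Col1a1* and *Pdgfra* as higher in C2C12-pMirn378 cells at d3 and d6 with BMP2 and *Alpl* at d3, and none of these was called here. *Dlx5* had log2 ratios of 1.75 and 1.66 (adjusted p = 0.123 and 0.184), and was called with the offset of 16 at both days and with both alternatives chosen after seeing the values. *Pdgfra* had 0.89 and 0.72 (adjusted p = 0.00843 and 0.0489), and was called at d3 with the replicate block, the filter, trend and robust eBayes, array weights, the offset of 16 and on another of its probe sets, and at both days with limma on the linear values, chosen after seeing the values. *Col1a1* on the paper's probe set had 0.68 and 0.75 and was called with limma on the linear values, chosen after seeing the values, and its brighter probe set was called at both days. *Alpl* had 0.64 at d3 (adjusted p = 0.0514) and was called with limma on the linear values, chosen after seeing the values. Called here as the paper marks them were *Sp7*, *Vdr*, *Fgfr3* and *Kazald1* at both days with BMP2 and *Alpl* at d6. The paper marks *Wnt10a* as lower at d3 with BMP2, where it had -0.61 (adjusted p = 0.0187) and was called under none of the alternatives run, and *Wnt5a* as lower at d6 with and without BMP2. *Wnt5a* had -2.02 with BMP2 (adjusted p = 0.00581), called with array weights, the offset of 16, both alternatives chosen after seeing the values and on another of its probe sets, and -1.39 without BMP2 (adjusted p = 0.2, dim), called under none of the alternatives run. The paper marks a lower *Col1a1* at d3 without BMP2, where the paper's probe set had -0.96 (adjusted p = 0.174) and the brighter one was called. At d0, *Wnt5a* (dim) and *Wnt10a* were called as the paper marks them, as were *Wnt5a* at d3 and *Myog*, *Tnnt2* and *Actc1* at both days with BMP2.

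The paper reports enrichment of Wnt signaling terms among the probe sets lower with BMP2, and the list used here, which is not the same set of terms, held 1 such gene, *Wnt5a* (Fisher's exact test, two-sided, adjusted p = 0.732).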

Other observations

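The tests of other splits of the arrays were chosen only after the results were seen, and the gene lists were tested as planned. For each of the 5 line comparisons the 6 arrays give 10 splits, too few for a share under 0.05, and 1 split, the real one, was as large, with 344 probe sets against at most 5 in another split at d0, 189 against 2 at d3 and 72 against 3 at d6 without BMP2, and 1388 against 2 at d3 and 825 against 1 at d6 with BMP2. For control differentiation, chance is excluded, since 1 of 100 splits was as large, with 8570 without BMP2 against at most 8014 in another split and 7939 with BMP2 against 7665. Those highest counts came from a split that kept the d0 arrays together, and other splits gave at most 4109 and 857. For 2 consecutive time points chance is excluded too, at 1 of 100 splits, with 43 against at most 2 without BMP2 and 368 against 28 with it.

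In control cells with BMP2, the lists for other tissues and responses changed from d0 to d6 as follows. Of 13 fat genes, limma called 7 higher and 1 lower (7 and 1 when adjusted over the list alone; median log2 ratio 0.95), and the camera call (adjusted p = 0.00909) was lost at 0.053 with an estimated correlation. Of 12 genes of neurons and Schwann cells, 1 was higher and 5 lower (1 and 5 when adjusted over the list alone; 0.0221, lost at 0.0825), and of 14 heat shock genes 0 were higher and 5 lower (0 and 5 when adjusted over the list alone; 0.00192, lost at 0.0637). Of 15 genes of unfolded protein and amino acid stress, 8 were higher and 3 lower (8 and 3 when adjusted over the list alone; median 1.10; 0.00385 and 0.0436 with an estimated correlation). Of 13 cholesterol genes, 0 were higher and 10 lower (0 and 10 when adjusted over the list alone; median -1.09; 1.82e-07 and 0.0129), and of 18 mitochondrial genes 0 were higher and 4 lower (0 and 4 when adjusted over the list alone; median -0.38; 0.000714 and 0.0436). Camera gave no call for cartilage (adjusted p = 0.611, with 13 of 16 genes dim), endothelial cells (0.756), macrophages and other leukocytes (0.802, 11 of 14 dim), smooth muscle (0.389), tendon (0.802), interferon response (0.802, 13 of 16 dim), hypoxia and glycolysis (0.462), Notch signaling (0.462) or the targets of miR-378 cited by the paper (0.234).

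Between the lines with BMP2 at d6, camera called smooth muscle, with 2 of 10 genes higher and 0 lower (3 and 0 when adjusted over the list alone; adjusted p = 0.0122, lost at 0.183 with an estimated correlation), and mitochondrial energy, with 0 of 18 higher and 1 lower (0 and 1 when adjusted over the list alone; 0.00122, lost at 0.0622), and the cell cycle list, with 0 higher and 4 lower (0 and 4 when adjusted over the list alone; 0.000294, lost at 0.216). The myogenic regulators, with 0 of 15 higher and 7 lower (0 and 7 when adjusted over the list alone; median -0.62), were called at adjusted p = 2.05e-07 and 0.000157. Beside these counts of 0 by limma, 8345 of all probe sets had an unadjusted p under 0.05. Not called were cartilage (0.845), fat (0.688, where the test pointed up and the median of -0.03 down), endothelial cells (0.817), macrophages (0.895), neurons (0.307), tendon (0.658), interferon (0.307), heat shock (0.205), the stress list (0.766), cholesterol (0.249), Notch (0.688), BMP signaling (0.688) and the targets of miR-378 (0.125). At d3 without BMP2, extracellular matrix had 0 of 29 genes higher and 3 lower (0 and 4 when adjusted over the list alone; 8.54e-12 and 0.0286), and BMP signaling 0 of 26 higher and 2 lower (0 and 2 when adjusted over the list alone; 0.000747 and 0.00277), where 4066 of all probe sets had an unadjusted p under 0.05. The mean line difference was -0.391 (SE 0.031) for extracellular matrix and -0.111 (SE 0.079) for BMP signaling. For BMP signaling the list means of the arrays overlapped between the lines (exact permutation p = 0.3).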
